# TWEAKing the Hippocampus: The Effects of TWEAK on the Genomic Fabric of the Hippocampus in a Neuropsychiatric Lupus Mouse Model

**DOI:** 10.3390/genes12081172

**Published:** 2021-07-29

**Authors:** Dumitru A. Iacobas, Jing Wen, Sanda Iacobas, Chaim Putterman, Noa Schwartz

**Keywords:** neuropsychiatric lupus, hippocampus, TNF-like weak inducer of apoptosis (TWEAK), Tnfsf12, Fn14, Tnfrsf12a, Akt2, PI3K-AKT pathway, Dnajc28, Syne2, transthyretin

## Abstract

Neuropsychiatric manifestations of systemic lupus erythematosus (SLE), specifically cognitive dysfunction and mood disorders, are widely prevalent in SLE patients, and yet poorly understood. TNF-like weak inducer of apoptosis (TWEAK) has previously been implicated in the pathogenesis of neuropsychiatric lupus (NPSLE), and we have recently shown its effects on the transcriptome of the cortex of the lupus-prone mice model MRL/lpr. As the hippocampus is thought to be an important focus of NPSLE processes, we explored the TWEAK-induced transcriptional changes that occur in the hippocampus, and isolated several genes (*Dnajc28*, *Syne2*, *transthyretin*) and pathways (PI3K-AKT, as well as chemokine-signaling and neurotransmission pathways) that are most differentially affected by TWEAK activation. While the functional roles of these genes and pathways within NPSLE need to be further investigated, an interesting link between neuroinflammation and neurodegeneration appears to emerge, which may prove to be a promising novel direction in NPSLE research.

## 1. Introduction

Neuropsychiatric Lupus (NPSLE) is one of the most prevalent manifestations of Sys-temic Lupus Erythematosus (SLE), occurring in up to 80% of lupus patients [1]. The 1999 American College of Rheumatology (ACR) ad hoc committee defined 19 clinical syndromes as manifestation of NPSLE, and those range from acute, overtly inflammatory presentations such as psychosis, transverse myelitis, and chorea to more subtle, non-specific symptoms such as headaches, mood disorders, and cognitive dysfunction [2]. Naturally, the more nebulous manifestations are significantly more prevalent (cognitive dysfunction and mood disorders range from 6.6% to 80%, while acute confusional state and cranial neuropathy affect 0.9–7% of patients [1]), but are more difficult to attribute directly to SLE, partly because they commonly occur regardless of systemic disease activity. Due to their apparent non-inflammatory presentation, cognitive dysfunction and mood disorders are thought to often be related to secondary causes, such as the patients being in a chronic disease state, neuro-affective medication use, or structural brain damage due to cerebrovascular disease, among others. Still, the fact that several lupus mice models pre-sent with similar neuropsychiatric clinical features [1]; advanced imaging studies of SLE patients demonstrate changes in neural networks that are common to patients compared with healthy controls [3]; in many patients, NPSLE manifestations occur early in the disease process, prior to the onset of chronic complications or treatment initiation [4,5], strongly support the notion that there are primary disease-related processes that lead to neurocognitive and psychiatric dysfunction in SLE. The non-specific nature of many of the NPSLE symptoms, and our current lack of understanding of the underlying processes make the diagnosis challenging, and directed treatment options scarce [6,7].

MRL/MpJ-Fas^lpr/lpr^ (MRL/lpr) lupus prone mice have a loss-of-function mutation in the *Fas* gene, superimposed on a complex MRL background. These mice manifest a systemic lupus-like phenotype, including anti-nuclear antibody formation, immune-complex mediated glomerular disease, and typical skin manifestations [8], as well as a range of cognitive and affective symptoms, with memory deficits and depression-like behavior [9]. Their neuropsychiatric behavior is evident as early as 8 weeks of age and peaks at a median of 16 weeks of age [10]. This protracted disease course together with systemic and neurologic presentation that is similar to human disease make this a popular model for NPSLE.

Tumor necrosis factor (TNF)-like weak inducer of apoptosis (TWEAK or TNFSF12), and its cognate receptor, Fn14 (TNFRSF12A), have been shown to play an important role in SLE in general [11,12,13] and NPSLE in particular. TWEAK, a secreted member of the TNF-ligand superfamily, and Fn14 are expressed in astrocytes, microglia, brain microvascular endothelial cells, and neurons; and their interaction activates pro-inflammatory cytokine production, among other effects [14,15,16]. MRL/lpr Fn14 knock-out mice (Fn14ko) display less depression and neurocognitive dysfunction than their background controls [17], and administration of TWEAK to the cerebrospinal fluid (CSF) of non-lupus mice induces neurocognitive behavioral changes [18]. Furthermore, NPSLE was associated with high TWEAK levels in the CSF of patients [19].

In a recent manuscript, we analyzed and compared the transcriptome of the cortex of the MRL/lpr lupus mouse model to the cortices of Fn14ko and non-lupus, MRL/MpJ (MRL/+), background control [20]. Utilizing a novel analysis method, incorporating both expression levels of the specific genes with their overall genetic importance to the model’s transcriptome, we identified several pathways that appear to have significant impact on the models’ differential phenotype. The MRL/lpr model displayed significant changes in neurotransmission processes, particularly in the dopaminergic pathway compared with Fn14ko and background MRL/+ controls. In addition, the Phosphoinositide 3-kinase (PI3K)-AKT intracellular pathway was identified as playing a role in the TWEAK-Fn14-mediated effects on NPSLE in the MRL/lpr mice. To further examine and validate the importance of these pathways, we proceeded to analyze the transcriptome of the cells in the hippocampus of the MRL/lpr mice compared with Fn14ko and background controls. The hippocampus has for long been implicated as a critical focus of neurocognitive and mood manifestation of NPSLE [21,22,23,24,25,26]. Thus, a careful analysis of its transcriptome may provide more specific and pertinent information regarding critical pathways in NPSLE, thereby identifying potential diagnostic markers, as well as promising treatment targets.

## 2. Materials and Methods

### 2.1. Animals

As described previously [20], MRL/lpr mice and Fn14ko (backcross generation #8) littermates were bred at Biogen Idec (Cambridge, MA, USA) and transferred to Albert Einstein College of Medicine (AECOM) at 8–10 weeks of age. Control MRL/+ mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). Housing conditions were controlled, with a temperature of 21–23 °C and a 12:12 h light:dark cycle. All animal study protocols were approved by the institutional animal care and use committee (IACUC) at AECOM (protocol# 20170516).

There were 4 MRL/lpr, 4 Fn14ko and 4 MRL/+ mice used for this study. All mice were female and sacrificed at the diestrus phase of their hormonal cycle. At sacrifice, all were within one week of age (about 12 weeks old), and all were sacrificed within a 2-week time period. Following the sacrifice, the hippocampus was isolated, and immediately processed.

### 2.2. Transcriptomics

We used the experimental protocol and analyses presented in the previous report [20]. The hippocampus of each of the four mice from every group (MRL/+, MRL/lpr, and Fn14ko) was profiled separately. After reversed transcription in the presence of Cy3/Cy5 dUTP, total RNAs with different fluorescent labels from pairs of biological replicas were co-hybridized 17 h overnight at 65 °C with microarrays of 4 × 44 k Agilent 60-mer G2519F mouse chips.

The spots with corrupted pixels or with foreground fluorescence less than twice the background were eliminated from the analysis. Valid background subtracted foreground signals were normalized to the median and the results averaged separately for each group of spots probing redundantly the same gene.

Through the Genomic Fabric Paradigm (GFP) approach [27] we took full advantage of quantifying tens of thousands of genes at a time on four biological replicas. Thus, each quantified gene “*i*” in each region “*B*” (= cortex, hippocampus) and each phenotype “*P*” (= MRL/+, MRL/lpr, Fn14ko) was assigned the independent measures: average expression level (*AVE*), relative expression variability (*REV*) and expression correlation with each other gene (*COR*) according to the definitions (1)–(3):

(1) $$AVE_{i}^{\left(B;P\right)}=\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}\mu_{i,k}^{\left(B;P\right)}=\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}\underset{\mu_{i,k}^{\left(B;P\right)}}{\underbrace{\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{i,k,\xi }^{\left(B;P\right)}\right)}}\;,\;where:$$

B = cortex, hippocampus

$R_{i}$ = number of micro array spots probing redundantly gene *i*

$a_{i,k,\xi }^{\left(B;P\right)}$ = expression of gene “*i*” probed by spot “*k*” on biological replica “ξ”

$a_{i,k,\xi }^{\left(B;P\right)}$ = average expression of gene “*i*” probed by spot “*k*” on all biological replicas

(2) $$REV_{i}^{\left(B;P\right)}=\underset{\mathrm{correction}\;\mathrm{coefficient}}{\underbrace{\frac{1}{2}\left(\sqrt{\frac{r_{i}}{\chi^{2}\left(r_{i};0.975\right)}}+\sqrt{\frac{r_{i}}{\chi^{2}\left(r_{i};0.025\right)}}\right)}}\sqrt{\underset{\mathrm{pooled}\;\mathrm{CV}}{\underbrace{\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}{\left(\frac{s_{ik}^{\left(B;P\right)}}{\mu_{ik}^{\left(B;P\right)}}\right)}^{2}}}}\times 100\%$$

$\chi^{2}$ = chi-square score for $r_{i}$ degrees of freedom and α = 0.05

$s_{ik}$ = standard deviation of the expression of gene “*i*” probed by spot “*k*” on all biologicals replicas

$r_{i}=4R_{i}-1$ = number of degress of freedom

(3) $$COR_{i,j}^{\left(B;P\right)}=\frac{\sum_{k=1}^{R_{i}}\left(\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{i,k,\xi }^{\left(B;P\right)}-\mu_{i,k}^{\left(B;P\right)}\right)\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{j,k,\xi }^{\left(B;P\right)}-\mu_{j,k}^{\left(B;P\right)}\right)\right)}{\sqrt{\sum_{k=1}^{R_{i}}{\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{i,k,\xi }^{\left(B;P\right)}-\mu_{i,k}^{\left(B;P\right)}\right)}^{2}\sum_{k=1}^{R_{i}}{\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{j,k,\xi }^{\left(B;P\right)}-\mu_{j,k}^{\left(B;P\right)}\right)}^{2}}}\;(\mathrm{Pearson}\;\mathrm{correlation}\;\mathrm{cefficient})$$

Relative Expression Variability (*REV*) among biological replicas shows how much cellular homeostatic mechanisms control the transcript abundance against environmental slight random fluctuations [28], and the noise associated with the stochastic nature of the chemical reactions involved in the gene transcription. Genes critical for cell survival, proliferation, and integration in the multicellular structures are under strict control, while control of genes ensuring cell adaptation to environmental fluctuation is much more lenient.

Pearson pair-wise product-momentum correlation coefficient of expression levels (*COR*) with each other gene in that region and phenotype, or correlation with the same gene in other regions, reflects the Principle of Transcriptomic Stoichiometry [29], a generalization of Dalton’s Law of Multiple Proportions [30]. This principle states that genes networked in functional pathways are expressed in definite proportions, even under environmental fluctuations.

By combining *REV* and *COR*, we established gene hierarchy and identified Gene Master Regulator (GMR) in each region and each phenotype using Gene Commanding Height (*GCH*) [31,32,33]:

(4) $$GCH_{i}^{\left(B;P\right)}\equiv \frac{{\langle REV\rangle }^{\left(B;P\right)}}{REV_{i}^{\left(B;P\right)}}\exp\left(\frac{4}{N}{\sum_{j\in ALL,j\neq i}\left(COR_{ij}^{\left(B;P\right)}\right)}^{2}-1\right)$$

We compared AVEs of a gene in two phenotypes/regions and identified statistically significantly regulated/differentially expressed genes using the composite criterion of absolute fold change, exceeding the combined contributions of the expression variabilities, and the *p*-value of the heteroscedastic *t*-test being less than 0.05 (5). The expression ratio x was defined to clearly indicate the extent of the up- (positive ratio) or down- (negative ratio) regulation:

(5) $$\left|x_{i}^{\left(B1;P1\;\mathrm{vs}\;B2;P2\right)}\right|>CUT_{i}^{\left(B1;P1\;\mathrm{vs}\;B2;P2\right)}=1+\frac{1}{100}\sqrt{2\left({\left(REV_{i}^{\left(B1;P1\right)}\right)}^{2}+{\left(REV_{i}^{\left(B2;P2\right)}\right)}^{2}\right)}\;\wedge \;p_{i}^{\left(B1;P1\;\mathrm{vs}\;B2;P2\right)}<0.05$$

where:

$$x_{i}^{\left(B1;P1\;\mathrm{vs}\;B2;P2\right)}\equiv \left\{\begin{array}{cc} \frac{\mu_{i}^{\left(B2;P2\right)}}{\mu_{i}^{\left(B1;P1\right)}} & ,\;\mathrm{if}\;\mu_{i}^{\left(B2;P2\right)}\geq \mu_{i}^{\left(B1;P1\right)}\\ -\frac{\mu_{i}^{\left(B1;P1\right)}}{\mu_{i}^{\left(B2;P2\right)}} & ,\;\mathrm{if}\;\mu_{i}^{\left(B2;P2\right)}<\mu_{i}^{\left(B1;P1\right)} \end{array}\right.\;\mathrm{expression}\;\mathrm{ratio}\;(\mathrm{negative}\;\mathrm{for}\;\mathrm{down}-\mathrm{regulation})\;$$

Traditionally, transcriptomic alterations are quantified by the percentages of up- and down-regulated genes. Not only is this method limited to only significantly regulated genes but it considers each affected gene as an equal +1 or −1 contributor.

For a more comprehensive characterization of the contribution of individual genes and functional pathways “Γ” to the expression difference between the compared phenotypes, we computed the Weighted Individual (Gene) Regulation (*WIR*) and the Weighted Pathway Regulation (*WPR*):

(6) $$\begin{array}{l} WIR_{i}^{\left(P1\;vs\;P2\right)}\equiv AVE_{i}^{\left(P2\right)}\underset{\mathrm{regulation}\;\mathrm{sign}}{\underbrace{\frac{x_{i}^{\left(P1\;vs\;P2\right)}}{\left|x_{i}^{\left(P1\;vs\;P2\right)}\right|}}}\underset{\mathrm{absolute}\;\mathrm{net}\;\mathrm{fold}-\mathrm{change}}{\underbrace{\left(\left|x_{i}^{\left(P1\;vs\;P2\right)}\right|-1\right)}}\underset{\mathrm{confidence}\;\mathrm{of}\;\mathrm{the}\;\mathrm{regulation}}{\underbrace{\left(1-p_{i}^{\left(P1\;vs\;P2\right)}\right)}}\\ WPR_{\Gamma }^{\left(P1\;vs\;P2\right)}\equiv \sqrt{\frac{1}{Card(\Gamma )}\sum_{i=1}^{Card(\Gamma )}{\left(WIR_{i\in \Gamma }^{\left(P1\;vs\;P2\right)}\right)}^{2}}\; \end{array}$$

where:

P1=MRL/lpr, Fn14ko ∧P2= MRL/+, Fn14ko ∧P2≠P1Card(Γ) = number of quantified genes in the partway Γ

As shown above, beyond the net-fold change, *WIR* takes into account the reference expression level of the gene and the statistical confidence (1 − *p*-value) of its regulation.

## 3. Results

Raw and normalized gene expression data were deposited and are publicly accessible at https://www.ncbi.nlm.nih.gov/geo/, (accessed on 25 March 2021) as GSE164140 (cortex) and GSE169486 (hippocampus). 

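Hippocampal RNA of 4 MRL/lpr, 4 Fn14ko and 4 MRL/+ female mice, about 12 weeks old, was profiled on 6 Agilent arrays of 60-base probes. MRL/lpr mice carry the loss-of-function mutation in *Fas* and develop lupus-like disease, Fn14ko mice have in addition a knockout of *Tnfrsf12a*, which encodes the TWEAK receptor Fn14, and MRL/+ is the non-lupus background. Each array took 2 mice of the same phenotype, the odd-numbered replicate in Cy3 and the even-numbered one in Cy5, and both arrays of a phenotype lay on a slide of their own. Slide and phenotype therefore cannot be told apart, and the number of arrays limits the precision of every comparison. The free-text descriptions of the samples also mention the cortex, whereas their source and tissue, like the paper, give the hippocampus for all 12. In the text below, Fn14ko mice are called mice labelled Fn14ko, since the probe for the targeted gene was well above background in all 4 of them.

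For each of 44397 spots and both dyes, the authors deposited the foreground and local background intensities that Agilent Feature Extraction 12.1 measured, on a linear scale and before normalization between channels, together with flags for outlying and saturated spots. Following the paper's methods, local background was subtracted, spots with a foreground under 2 times background or an outlier flag were eliminated, each channel was divided by its median, and spots and probes of a gene were averaged. Differences between phenotypes were tested with limma on the log2 values of all 12 samples together, with dye as a covariate and Benjamini-Hochberg adjustment. Single genes were also compared by a two-sided exact permutation test, whose smallest p with 4 mice against 4 is 0.0286. This test treats the mice as independent, although 2 of them share each array.

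The signal differed widely between arrays. Of the 43020 probe spots, the scanner software called 66.0%, 60.8%, 25.2% and 19.6% well above background in MRL/lpr replicates 1 to 4. The corresponding shares were 65.4%, 56.1%, 68.1% and 51.5% in the mice labelled Fn14ko and 67.5%, 29.6%, 66.2% and 31.8% in MRL/+. MRL/lpr replicates 3 and 4 shared an array, on which the median foreground was 1.94 and 1.71 times background, compared with 4.45 to 12.8 times in the other 10 samples. In the Cy5 channel of the MRL/+ arrays, the median foreground of the negative-control spots was 208 and 211, compared with 33.2 to 90.6 in the other 10 samples. No spot was saturated (0 in every sample). Requiring a valid spot in all 12 samples left 10877 spots for 8864 genes, while 25621 spots for 17936 genes were valid in the 10 samples outside the weak array. That array alone accounted for the loss of 57.5% of those spots. A gene with no spot valid in all 12 samples was taken instead from a fit with no filter on dim or flagged spots, in which signals under 1% of the channel median were set to 1% of it. Expression levels (AVE) are multiples of the median of the spots kept, so they cannot be compared between these 2 sets of spots. Fold changes move with that median too. With no filter it is the median over all probe spots. Its net signal was 25.1 and 22.8 in MRL/lpr replicates 3 and 4, compared with 110 to 282 in the other samples. Over the spots valid in all 12 samples it was 170 and 74.7, compared with 684 to 4545. Relative to the filtered fit, this shifts MRL/lpr down against both other phenotypes, and more so against the mice labelled Fn14ko.

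**Figure D1:**
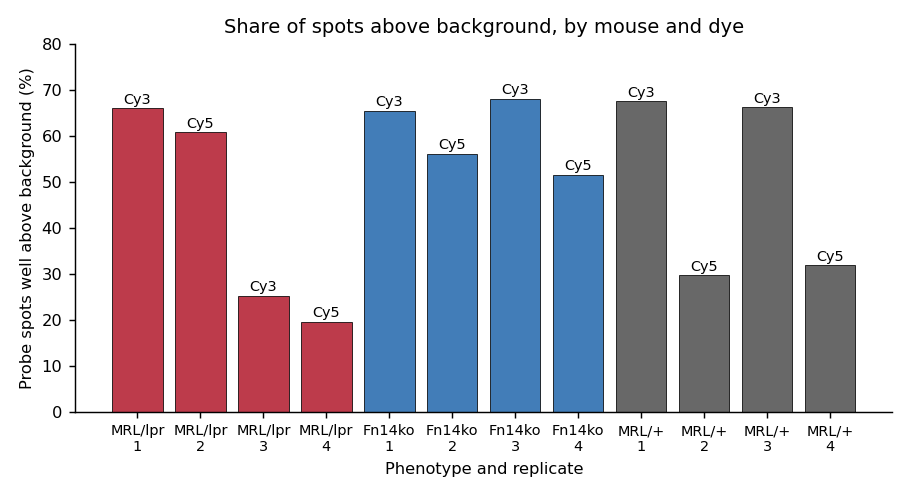
Share of probe spots that the scanner software called well above background (percent, vertical axis) in each mouse, with the dye written above the bar. The array of MRL/lpr replicates 3 and 4 has 25.2% and 19.6%, the lowest values of all 12 samples.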

In total, we quantified 16,863 unigenes in each of all 24 profiled samples (2 regions × 3 phenotypes × 4 biological replicas). GFP approach turned expression data into: 101,178 average expression levels (AVE), 101,178 relative expression variabilities (REV), and 853,031,718 expression correlations (COR) among distinct genes in the same region and phenotype, and 50,679 between-regions correlations of the same genes. Thus, by fully exploiting the transcriptomic profiles, the workable experimental data was increased by 16,945 times of what is traditionally used in gene expression studies limited to only the average expression levels. 

### 3.1. Independent Expression Characteristics of Individual Genes

For illustrative purposes, Figure 1 presents the average expression level (AVE), relative expression variability (REV) and correlation coefficient (COR) with *Tnfrsf12a* (*Fn14*) of the first 50 alphabetically ordered genes involved in the hippocampal PI3K-AKT signaling pathway of MRL/lpr, Fn14ko and MRL/+ mice. AVE indicates the expression level of each gene, and REV examines the genes’ degree of variability within each mouse model. It is assumed that genes that are critical for cell survival and function are highly preserved (low REV), and those that are meant to allow for adaptation would display higher REV. COR indicates the correlation of each gene’s expression with *Tnfrsf12a* expression. As Fn14ko mice do not express *Tnfrsf12a*, this model was not included in the COR analysis. 

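*Tnfrsf12a*, the gene targeted in the knockout, is measured by 1 probe, on chromosome 17 from 23812746 to 23812805 (mm9). The files give no exon for the probe, and the paper's text does not say which part of the gene was removed. The probe was well above background in all 4 mice labelled Fn14ko, in all 4 MRL/+ mice and in 2 of the 4 MRL/lpr mice. It was not valid in all 12 samples and was taken from the fit with no filter. Its level was 4.63, 3.49, 5.08 and 2.91 times the channel median in replicates 1 to 4 labelled Fn14ko, 6.81, 3.43, 12.9 and 3.51 in MRL/+, and 7.08, 4.50, 1.63 and 0.809 in MRL/lpr. The means were 4.03 ± 1.00, 6.65 ± 4.43 and 3.51 ± 2.86 (SD, n = 4 mice each), and the ranges of the 3 phenotypes overlapped. For the mice labelled Fn14ko against MRL/+, the log2 fold change was −0.53 (standard error 0.57, adjusted p = 0.625 from limma), and an exact permutation test gave p = 0.371. Over the alternative ways of processing, it ran from −1.26 to −0.27, with an adjusted p from 0.0376 to 0.857 that was under 0.05 in 2 of 13. For MRL/lpr against the mice labelled Fn14ko, the log2 fold change was −0.63 (standard error 0.57, adjusted p = 0.425; exact permutation p = 0.457), and 4 of the 13 alternatives gave the opposite sign. MRL/lpr against MRL/+ gave −1.16 (standard error 0.57, adjusted p = 0.328; exact permutation p = 0.257). On this scale, the level of this probe did not set the mice labelled Fn14ko apart from either of the other phenotypes. The scale rests on the median over all probe spots. Median foreground was 54.7 in MRL/lpr replicate 4 and 160 and 169 in MRL/+ replicates 2 and 4. Negative controls there had 56.8, 208 and 211. Over spots valid in all 12 samples, median net signal was 74.7, 684 and 942 there. It was 2127 to 4383 in the mice labelled Fn14ko. The overlap therefore depends on the scale and does not argue against the knockout.

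*Fas*, the gene mutated in MRL/lpr mice, is measured by 1 probe on chromosome 19 from 34402164 to 34402223 (mm9), well above background in 1 MRL/lpr mouse, 4 mice labelled Fn14ko and 2 MRL/+ mice. It was taken from the fit with no filter. All 4 MRL/lpr mice lay below all 4 MRL/+ mice, with a log2 fold change of −1.53 (standard error 0.37, adjusted p = 0.0635; exact permutation p = 0.0286). Over 13 alternatives the value ran from −2.25 to 0.69 and the adjusted p from 7.95e-07 to 0.847, with 5 under 0.05 and 1 of the opposite sign. The mice labelled Fn14ko, bred on the MRL/lpr background, differed from MRL/+ by −0.38 (limma adjusted p = 0.603). MRL/lpr lay below them by −1.15 (limma adjusted p = 0.0527, exact permutation p = 0.0286). These differences depend on the scale of that fit. Relative to the filtered fit, it lowers MRL/lpr and raises the mice labelled Fn14ko against MRL/+. They do not settle whether *Fas* is normal in the mice labelled Fn14ko. *Tnfsf12*, which encodes TWEAK, had a log2 fold change of 1.38 (standard error 0.64, adjusted p = 0.141; exact permutation p = 0.257) between MRL/lpr and MRL/+. Between MRL/lpr and the mice labelled Fn14ko it was 1.61 (adjusted p = 0.114), with all 4 MRL/lpr mice above the others (exact permutation p = 0.0286). In each of these comparisons 3 of 15 alternatives gave *Tnfsf12* the opposite sign. With the weak array left out, chosen after seeing the data, it changed by −0.24 against MRL/+ and −0.0362 against the mice labelled Fn14ko.

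**Figure D2:**
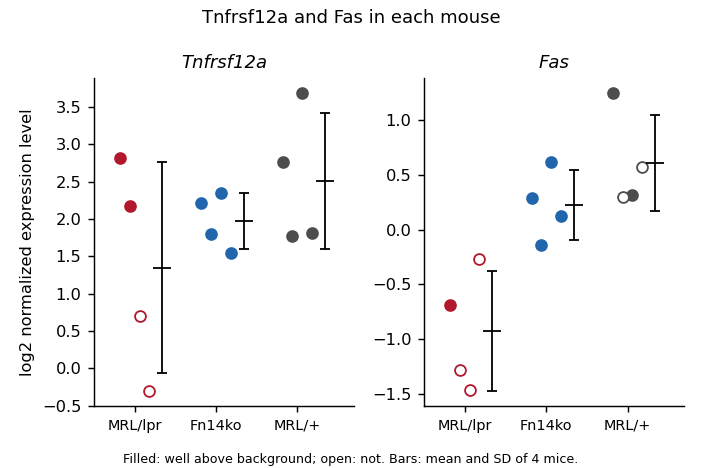
Log2 normalized expression level of *Tnfrsf12a* (left) and *Fas* (right) in each mouse of the phenotypes as labelled; filled points were well above background, open points were not, and bars give the mean and SD of 4 mice. On the scale of the fit with no filter, the 4 mice labelled Fn14ko lie within the range of the MRL/lpr and MRL/+ mice for *Tnfrsf12a*. This overlap depends on that scale.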

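Over the 8864 genes quantified in all 12 samples, the median REV without its chi-square correction coefficient was 54.1% in MRL/lpr, 16.4% in the mice labelled Fn14ko and 29.5% in MRL/+. With the coefficient, the medians were 104%, 32.3% and 57.9%. The order of the phenotypes rested on the weak array: with MRL/lpr replicates 3 and 4 left out, a setting chosen after seeing the data, the medians without the coefficient were 14.1%, 19.0% and 31.6%, the first of them over 2 mice. Without the coefficient, the largest REV that 4 mice can give, when 1 mouse carries the whole signal, is 200%.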

Of note is the obvious independence of these three characteristics within each phenotype and the differences among the three models. 

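The 20 genes listed in the paper's Table 1 as the most expressed ones were all found on the array by their symbols, 7 of them with a spot valid in all 12 samples. For this tally all 20 were taken from the fit with no filter, whose scale lowers MRL/lpr against the other phenotypes relative to the filtered fit. In MRL/lpr their AVE ran from 0.565 to 74.5 times the channel median, with a median of 2.28. In the paper's table, AVE is higher in MRL/lpr than in both other phenotypes for 20 of the 20 genes, and in the files for 0. Among the 29608 genes ranked by AVE in MRL/lpr, the best rank of any of the 20 was 662, and 0 were among the 20 highest. No MRL/lpr mouse exceeded the highest of the other 8 mice by more than 1.18 times for any of these genes. Across the 20 genes, Spearman's rho between the paper's AVE and that of the files was −0.22 in MRL/lpr, 0.858 in the mice labelled Fn14ko and 0.872 in MRL/+; these are correlations across genes, which are not independent replicates.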

Table 1 presents the 20 most expressed genes (highest AVE) in the hippocampus of each phenotype. Supplementary Tables S1 and S2 present the 20 most stably (low REV) and unstably (high REV) expressed genes in each phenotype and the corresponding values in the other two phenotypes. 

As shown in Figure 1a,b, as well as Table 1, and in line with our previous cortex evaluation [20], *Akt2* is highly expressed in the hippocampus of the MRL/lpr mice, and shows substantially increased REV in the MRL/lpr mice compared with both Fn14ko and MRL/+ controls. 

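*Akt2* is measured by 4 probes on chromosome 7, between 28418226 and 28425434 (mm9), of which 3 were valid in all 12 samples. Its AVE was 1.06 ± 0.447 times the channel median in MRL/lpr, 2.00 ± 0.301 in the mice labelled Fn14ko and 2.48 ± 0.546 in MRL/+ (SD, n = 4 mice each). In replicates 1 to 4 it was 1.41, 1.49, 0.624 and 0.736 in MRL/lpr, 1.67, 2.05, 2.39 and 1.92 in the mice labelled Fn14ko, and 2.04, 3.20, 2.07 and 2.60 in MRL/+. REV without the correction coefficient was 65.7% in MRL/lpr, 13.9% in the mice labelled Fn14ko and 29.3% in MRL/+, and 79.0%, 16.7% and 35.3% with it. Within each pair of MRL/lpr mice that shared an array the values were close, and the weak array held both of the low ones.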

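The log2 fold change of *Akt2* was −1.30 between MRL/lpr and MRL/+ (standard error 0.31, adjusted p = 0.0293 from limma). All 4 MRL/lpr mice lay below all 4 MRL/+ mice (exact permutation test, p = 0.0286). With each mouse left out in turn it stayed between −1.53 and −1.09, with an adjusted p between 0.00980 and 0.107 that was under 0.05 in 4 of 12 cases. Over 16 other alternatives it ran from −1.73 to −0.60 and 11 kept the adjusted p under 0.05 (0.0149 to 0.294). With the array as a random block, which moved the p most, the adjusted p was 0.294. Against the mice labelled Fn14ko, *Akt2* was again lower in all 4 MRL/lpr mice (exact permutation test, p = 0.0286), by a log2 fold change of −1.01 (standard error 0.31, adjusted p = 0.0761). The mice labelled Fn14ko differed from MRL/+ by −0.29 (adjusted p = 0.748). The 3 probes ranged from −1.65 to −0.93 in the first of these comparisons and from −1.45 to 0.64 in the second. From the level of *Akt2* in Fn14ko mice, the paper proposes that *Akt2* is directly related to activation of the TWEAK/Fn14 pathway.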

The apparent normalization of *Akt2* expression in the Fn14ko model potentially points to *Akt2* being directly related to TWEAK/Fn14 pathway activation. As discussed previously, the lack of correlation of *Akt2* with *Tnfrsf12a* in the lupus mouse model (Figure 1c) may be due to a discrepancy between *Tnfrsf12a* gene expression (quantified here) and its activation.

Table 1 identifies *Dnajc28* (DnaJ heat shock protein family 40 member C28) as the gene with the largest AVE in MRL/lpr compared with both Fn14ko and MRL/+. 

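*Dnajc28* is measured by 1 probe on chromosome 16 from 91615982 to 91616041 (mm9). The probe was well above background in 2 MRL/lpr mice, 3 mice labelled Fn14ko and 2 MRL/+ mice, and was taken from the fit with no filter. Its AVE was 0.648 ± 0.118 times the channel median in MRL/lpr, 0.711 ± 0.120 in the mice labelled Fn14ko and 0.742 ± 0.0984 in MRL/+ (SD, n = 4 mice each), so it lay below the median spot in every phenotype. The log2 fold change was −0.21 between MRL/lpr and MRL/+ (standard error 0.30, adjusted p = 0.816) and −0.14 between MRL/lpr and the mice labelled Fn14ko (standard error 0.30, adjusted p = 0.742). Exact permutation tests gave p = 0.286 and p = 0.486. These values depend on the median over all probe spots that divides each channel. The largest move came with Agilent's processed signal, under which the log2 fold changes were 1.27 and 2.19, neither past the threshold. Estimated array weights, chosen after seeing the data, gave −0.74 (adjusted p = 0.000189) and −0.56 (adjusted p = 0.00385). Over 13 alternatives the adjusted p ran from 0.000189 to 1 in the first comparison and from 0.00385 to 0.879 in the second.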

*Dnajc28* was previously implicated in the pathogenesis of neurodegenerative diseases, such as Alzheimer’s Disease and Parkinson’s Disease [34,35,36], possibly as a protective protein that is expressed in high level in the setting of local injury or toxicity [37]. Its high level of expression in this case, therefore, is likely a compensatory mechanism to the TWEAK/Fn14-induced inflammation and its subsequent local damage.

### 3.2. Measures of Expression Regulation

Figure 2 presents the uniform contribution (reported as +1/−1, reflecting statistically significant up/down-regulated genes), expression ratio (or “fold-change”, negative for down-regulation) and weighted individual gene regulation (WIR) for the first 50 alphabetically ordered PI3K-AKT genes. The figure emphasizes the additive effect provided by the expression ratio (Figure 2b) and WIR (Figure 2c) measures, compared to the traditional uniform contribution analysis (Figure 2a). As discussed previously, the uniform contribution only identifies the genes that are significantly up-/down-regulated, without quantifying the level of regulation or its impact on the model’s transcriptome. Expression ratio discriminates the genes with respect to the magnitude of their regulation, while WIR (Figure 2c) weighs the net fold-change by the reference expression level and the statistical confidence of the regulation, thus providing a more comprehensive measure of transcriptomic impact. 

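In limma, 813 of 8864 genes had an adjusted p under 0.05 between MRL/lpr and MRL/+, 307 higher and 506 lower in MRL/lpr. Among the limma fits, the count was lowest with the array as a random block, 7 genes, with 1450 at an unadjusted p under 0.05. By the methods' t-test on linear values, 1403 genes passed the paper's unadjusted threshold and 0 passed after Benjamini-Hochberg adjustment. For 1431 genes (16.1%) the 4 MRL/lpr mice did not overlap with the 4 MRL/+ mice, compared with 2.86% by chance, and 703 of them were among the 813. The 2.86% treats the 8 mice as independent. As 2 mice share each array (consensus correlation 0.71), the share expected by chance can be higher. By the naming rule, the largest rises of non-overlapping genes were 6.27 for ENSMUST00000103410.2 (standard error 0.83, adjusted p = 0.00296) and 6.19 for ENSMUST00000118343.1 (standard error 0.48, adjusted p = 0.000125), identifiers for which the files give no symbol and whose spots were well above background in 2 of the 4 MRL/+ mice. The largest falls were −3.36 for *Ttc9b* (standard error 0.56, adjusted p = 0.00810), −3.28 for *Stx1a* (standard error 0.33, adjusted p = 0.000640) and −3.17 for *Lamp5* (standard error 0.23, adjusted p = 0.000125), with spots well above background in 3 of the 4 MRL/lpr mice, and these kept an adjusted p under 0.05 with any 1 mouse left out.

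The 60 genes that the paper's Table 2 gives as the largest contributors were all found on the array, 57 of them by their symbols and the others by a synonym. Their expression ratios were taken from the fit with no filter. Relative to the filtered fit, its scale lowers MRL/lpr, more so against the mice labelled Fn14ko. Listed falls are therefore met more easily there than listed rises. Against MRL/+, 20 of the 60 genes changed in the direction that the table gives, and against the mice labelled Fn14ko 12 of the 60. Over the alternatives these tallies ran from 16 to 30 and from 10 to 12, the 30 with the weak array of MRL/lpr replicates 3 and 4 left out, chosen after seeing the data. Of the 47 genes listed as up against MRL/+ 8 were up, and of the 13 listed as down 12 were down. Of the 52 listed as up against Fn14ko 5 were up, and of the 8 listed as down 7 were down. The table has 34 and 32 genes with an expression ratio over 10, and the files 1 (*Ttr*, 13.1 in this fit) and 0. The composite criterion was met by 1 gene against MRL/+ and by 11 against the mice labelled Fn14ko. Of the 34 genes valid in all 12 samples, 19 and 17 changed in the table's direction in the filtered fit, and 2 and 1 had an adjusted p under 0.05, 0 of these in the table's direction. *Ppp2ca*, listed with a rise, had log2 fold changes of −0.87 (adjusted p = 0.112) and −0.95 (adjusted p = 0.108), below all 4 mice of the other group in both comparisons (exact permutation p = 0.0286). *Nrtn* changed by −0.23 (adjusted p = 0.555; exact permutation p = 0.514) and 0.69 (adjusted p = 0.115; exact permutation p = 0.0286), *Hba-a1* by 0.22 and 0.32, and *Hba-a2* by 0.34 and 0.35, none of them past the threshold. *Oxt*, taken from the fit with no filter, changed by −0.98 (adjusted p = 0.742) and −3.29 (adjusted p = 0.0612; exact permutation p = 0.0571). In the mice labelled Fn14ko its AVE was 248 in replicate 1, 15.1 in replicate 2, 2.19 in replicate 3 and 1.32 in replicate 4, so 1 mouse decided the mean.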

Table 2 lists the 60 highest-contributor genes to the MRL/lpr model, compared with Fn14ko and MRL/+ controls, based on expression ratio and WIR values.

As demonstrated in Figure 2c and Table 2, *Akt2* is among the most impactful genes within the PI3K-AKT pathway by an order of magnitude compared with other genes’ WIR. 

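*Akt2* had an expression ratio of −2.33 between MRL/lpr and MRL/+, past its CUT of 2.22, and met the composite criterion of the methods. Its WIR was −3.27. Between MRL/lpr and the mice labelled Fn14ko the ratio was −1.88, short of the CUT of 2.14, and WIR was −1.74. *Akt1*, measured by 1 probe, had a log2 fold change of −1.05 (standard error 0.45, adjusted p = 0.121; exact permutation p = 0.171) against MRL/+, and −1.34 (adjusted p = 0.0900; exact permutation p = 0.0286) against the mice labelled Fn14ko, with WIR of −3.74 and −7.68.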

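Across the 8864 genes, the log2 fold changes of MRL/lpr against MRL/+ and against the mice labelled Fn14ko were correlated with r = 0.863, and 82.5% of genes had the same sign in both. The same MRL/lpr mice enter both comparisons, which makes the fold changes correlate without any effect. In 100 simulations of unchanged phenotypes that each kept its own spread, r was on average 0.861 (0.846 to 0.876) with 78.9% of signs the same (78.0% to 79.8%). With every sample varying alike, r was 0.501 (0.483 to 0.518). Both simulations drew the mice as independent, although 2 of them share each array. The array of MRL/lpr replicates 3 and 4 moved r most. With that array left out, a setting chosen after seeing the data, r was 0.597 and 64.8% of signs were the same. Of the 60 genes of Table 2, 55 have the same sign in both comparisons in the paper and 53 in the files, and 10 of the 55 had the paper's signs in both. Genes are not independent replicates, so no test is attached to r.

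**Figure D3:**
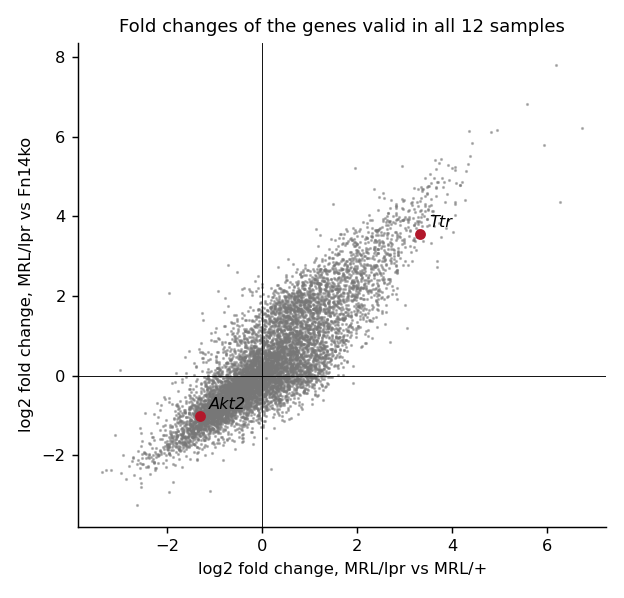
Log2 fold change of each of the 8864 genes between MRL/lpr and MRL/+ (horizontal axis) and between MRL/lpr and the mice labelled Fn14ko (vertical axis), 1 point per gene, with *Akt2* and *Ttr* marked. *Akt2* lies at −1.30 and −1.01 and *Ttr* at 3.33 and 3.55; other ways of processing moved the value of *Ttr* in the second comparison from 2.16 to 4.88 without changing a sign.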

At the same time, as shown in Table 2, other genes also seem to play significant roles in regulating the genomic fabric of the different mice phenotypes through TWEAK/Fn14 activation (highlighted genes in Table 2 show similar effect of up- or down-regulation in both Fn14ko and MRL/+ controls compared with MRL/lpr indicating a likely role for the TWEAK/Fn14 pathway in these gene’s regulation). Of those, the most notable are *Dnajc28*, *Syne2* (synaptic nuclear envelope 2) that are upregulated in the MRL/lpr model compared with both Fn14ko and MRL/+, as well as transthyretin (*Ttr*) that is downregulated in the lupus-prone mice compared with both controls. 

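*Syne2* is measured by 2 probes on chromosome 12, from 77022219 to 77023953 and from 77211828 to 77211887 (mm9). Neither was valid in all 12 samples, and the gene was well above background in 2 MRL/lpr mice and in all 4 mice of each other phenotype. Its AVE in the fit with no filter was 1.67 ± 1.12 times the channel median in MRL/lpr, 3.88 ± 0.979 in the mice labelled Fn14ko and 2.61 ± 1.09 in MRL/+ (SD, n = 4 mice each). The log2 fold change was −0.80 between MRL/lpr and MRL/+ (standard error 0.47, adjusted p = 0.396; exact permutation p = 0.286), and 3 of 13 alternatives gave the opposite sign. Between MRL/lpr and the mice labelled Fn14ko it was −1.45 (standard error 0.47, adjusted p = 0.0532), with all 4 MRL/lpr mice below the others (exact permutation p = 0.0286). There 1 of 13 alternatives gave the opposite sign, and the limma adjusted p ran from 2.44e-05 to 0.456. Size and separation in this comparison rest on division by the median over all probe spots. That scale lowers MRL/lpr against these mice relative to the filtered fit. The probes differed, with −1.94 for one and 0.42 for the other.

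*Ttr* is measured on chromosome 18 from 20828519 to 20828577 (mm9). Its AVE was 15.2 ± 13.3 times the channel median in MRL/lpr, 1.55 ± 2.05 in the mice labelled Fn14ko and 1.05 ± 0.318 in MRL/+. Its log2 fold change was 3.33 between MRL/lpr and MRL/+ (standard error 0.88, adjusted p = 0.0399), with all 4 MRL/lpr mice above MRL/+ (exact permutation p = 0.0286). Leaving out 1 mouse gave 2.74 to 4.23 with an adjusted p of 0.0122 to 0.114, under 0.05 in 4 of 12 cases. Between MRL/lpr and the mice labelled Fn14ko it was 3.55 (adjusted p = 0.0454), with 3 MRL/lpr mice above the others (exact permutation p = 0.0571). With the array as a random block, neither comparison of *Ttr* passed the threshold (limma adjusted p = 0.303 against MRL/+ and 0.278 against the mice labelled Fn14ko). The expression ratios were 14.5, past a CUT of 3.81, and 9.78, and the gene did not meet the composite criterion against MRL/+ because the spread between the MRL/lpr mice left the methods' test above its threshold.

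**Figure D4:**
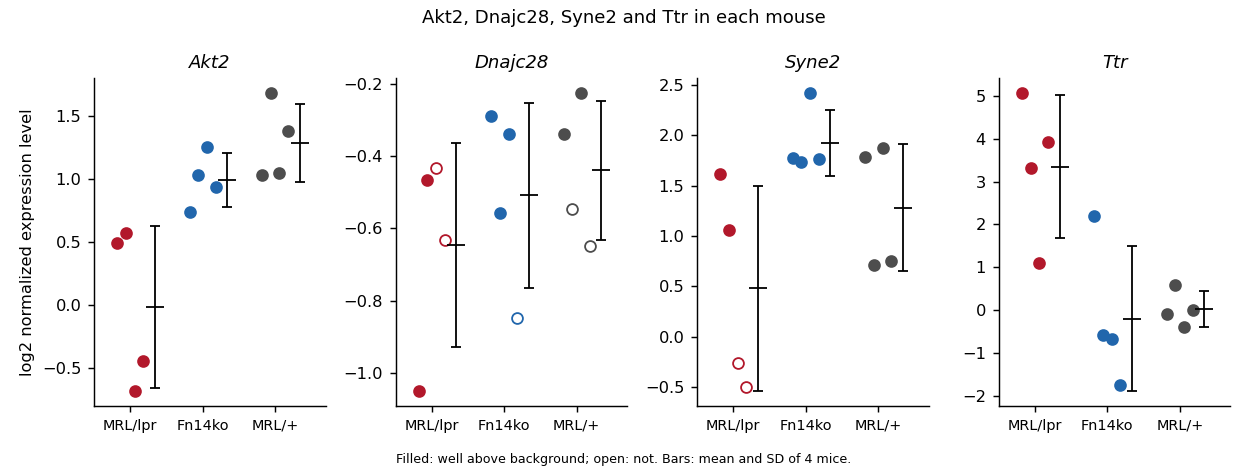
Log2 normalized expression level of *Akt2*, *Dnajc28*, *Syne2* and *Ttr* in each mouse of the phenotypes as labelled; filled points were well above background, open points were not, and bars give the mean and SD of 4 mice. Between MRL/lpr and MRL/+, the fold change of *Dnajc28* reversed under Agilent's processed signal (1.27) and that of *Syne2* under that signal (0.62) and in the settings with the weak array left out (0.0565), while *Akt2* stayed below and *Ttr* above MRL/+ in all alternatives.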

All three of these genes have been previously implicated in either CNS pathology [34,35,38,39,40,41,42] or autoimmunity [43], making them interesting targets of further study within the context of NPSLE. 

### 3.3. Regulation of the Genomic Fabrics Responsible for Neurotransmission, Chemokine Signaling and PI3K-AKT Signaling Pathways

Figure 3a presents the percentages of up- and down-regulated genes within several relevant pathways, including PI3K-AKT (AKT), chemokine-signaling (CHS), and neurotransmission pathways. 

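By the composite criterion of the methods, applied to the 8864 genes quantified in all 12 samples, 1.14% of genes were up and 3.64% down in MRL/lpr against MRL/+ (101 and 323 genes). Against the mice labelled Fn14ko 1.53% were up and 2.31% down (136 and 205 genes), and between the mice labelled Fn14ko and MRL/+ 1.06% were up and 4.88% down (94 and 433 genes). The median CUT that an expression ratio had to pass was 2.82, 2.61 and 2.02 in the same order. With no filter on dim spots, 0.615% of genes were down between the mice labelled Fn14ko and MRL/+, and 9.48% between MRL/lpr and the mice labelled Fn14ko. Without the correction coefficient of REV, the shares up and down rose to 2.98% and 11.6%, 2.89% and 9.18%, and 5.89% and 9.54% in the same order. The gene lists of the pathways behind Figure 3 were not used here, so these shares cover all genes.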

Figure 3b illustrates the weighted pathway regulation (WPR) scores of these pathways when comparing the three phenotypes. 

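Over all 8864 genes, WPR was 10.7 between MRL/lpr and MRL/+, 9.43 between MRL/lpr and the mice labelled Fn14ko, and 3.52 between the mice labelled Fn14ko and MRL/+. In these comparisons 10 genes carried 72.0%, 87.2% and 41.3% of the summed squared WIR. The largest single WIR was 794 for *Phax* in MRL/lpr, a gene singled out after its values were seen. Its normalized level was 0.286 and 0.224 in MRL/lpr replicates 1 and 2, and 963 and 3367 in replicates 3 and 4. With no filter on dim spots WPR was 46.7, 131 and 21.3, but WIR carries the unit of AVE and the median spot differs there, so these values are on another scale. With 1 mouse left out, WPR between MRL/lpr and MRL/+ ran from 5.08 without MRL/lpr replicate 4 to 15.6 without MRL/lpr replicate 2.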

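The receptor and signaling families were defined here by gene symbol, not by the pathway lists of the paper, and were tested with camera, with p adjusted over families and comparisons. No family had an adjusted p under 0.05, the lowest being 0.486. The 8 PI3K and AKT genes had a mean log2 fold change of −0.47 (adjusted p = 0.486) between MRL/lpr and MRL/+, −0.40 (adjusted p = 0.486) between MRL/lpr and the mice labelled Fn14ko, and −0.0716 between the latter and MRL/+. The 10 chemokines and chemokine receptors had means of 0.66 and 0.80 but medians of −0.00236 and −0.0346, and the test pointed down (adjusted p = 0.957 and adjusted p = 0.876). The 11 GABA receptor genes had means of 0.27 (adjusted p = 0.606) and 0.19 (adjusted p = 0.844), and the 13 glutamate receptor genes −0.0122, with a median of 0.0770 and a test pointing up (adjusted p = 0.957), and 0.31 (adjusted p = 0.606). Means of the 3 serotonin receptor genes were 1.07 (adjusted p = 0.486) and 1.71 (adjusted p = 0.606), and those of the 4 acetylcholine receptor genes 0.24 (adjusted p = 0.844) and 1.07 (adjusted p = 0.486). Too few dopamine receptor genes were measured for a test. The 10 PP2A subunit genes had −0.30 (adjusted p = 0.606) and −0.33 (adjusted p = 0.486). With fry in place of camera, PP2A passed 0.05 pointing down (adjusted p = 0.0184 and adjusted p = 0.00269), whereas an estimated correlation gave 0.814 in both. Glutamate receptors also passed under fry, pointing up between MRL/lpr and the mice labelled Fn14ko (adjusted p = 0.00269) and down between the latter and MRL/+ (mean −0.32, adjusted p = 0.0269). With the weak array left out, chosen after seeing the data, PP2A passed against the mice labelled Fn14ko (camera adjusted p = 0.0199) and acetylcholine receptors between these mice and MRL/+ (adjusted p = 0.0199, and 0.0183 with fry to 0.814 over the alternatives). Under fry with that array left out, glutamate receptors (−0.36, adjusted p = 0.00135) and the PI3K and AKT genes (−0.33, adjusted p = 0.0277) were lower in MRL/lpr than in MRL/+, and glutamate receptors were also lower in the mice labelled Fn14ko than in MRL/+ (−0.32, adjusted p = 0.00135). In the same setting the mean changed sign against both other phenotypes for serotonin receptors (−0.35 and −0.14), against MRL/+ for acetylcholine receptors (−0.33), and against the mice labelled Fn14ko for GABA (−0.10) and glutamate (−0.0405) receptors. From the WPR of its pathway lists, the paper concludes that PI3K-AKT, chemokine, cholinergic and dopaminergic genes are differentially regulated in MRL/lpr, whereas GABAergic, glutamatergic and serotonergic genes are not.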

Notably, while there are no distinguishable differences between the models in the GABAergic (GAB), glutamatergic (GLU), and serotonergic (SER) pathways; the PI3K-AKT and chemokine-signaling, as well as the cholinergic (CHO) and dopaminergic (DOP) neurotransmission pathways are differentially regulated in the MRL/lpr mice compared with Fn14ko and MRL/+ controls. The low WPRs, when the 2 controls are compared with each other (Figure 3b; blue bars), indicate similar overall regulation of these pathways in the 2 control phenotypes; thus, pointing to a TWEAK/Fn14-mediated effect on those pathways that are differentially regulated.

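Between the mice labelled Fn14ko and MRL/+, 46 genes had an adjusted p under 0.05 in limma, 4 higher and 42 lower in the mice labelled Fn14ko, and all 46 had non-overlapping groups. In all, 1767 genes (19.9%) did not overlap between these phenotypes. The count was 0 under quantile normalization, where 1034 genes had an unadjusted p under 0.05, 0 with the array as a random block, where 311 had an unadjusted p under 0.05, and 3785 with the weak array left out, a setting chosen after seeing the data. All 46 genes were among the 3785, with the same sign. The largest falls were −4.02 for *Mgst3* (standard error 0.67, adjusted p = 0.0345), −2.83 for *Rnf126* (standard error 0.55, adjusted p = 0.0500) and −2.62 for *Ap2a2* (standard error 0.41, adjusted p = 0.0300). The largest rises belonged to probes without a symbol, 2.53 for A_55_P2180445 (adjusted p = 0.0298) and 2.08 for NAP099731-001 (adjusted p = 0.0345), the latter well above background in 2 of the 4 MRL/+ mice. With each of the 12 mice left out in turn, *Mgst3*, *Rnf126*, *Ap2a2* and A_55_P2180445 passed the threshold in 5 of 12 cases each and NAP099731-001 in 4, with an adjusted p of up to 0.188, 0.259, 0.184, 0.184 and 0.184.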

### 3.4. Gene Hierarchy in the Hippocampus

The more important a gene is in preserving a particular phenotype, the more protected are its sequence and expression level by the cellular homeostatic mechanisms. In addition, critical genes play an important role in the regulation of major functional pathways, which can be evaluated through analyzing their expression coordination with the pathways’ genes. Combining the measure of expression control and expression coordination with other genes in the phenotype provides the Gene Commanding Height (GCH) score. We used GCH analysis as detailed in [20,31,32,33] to establish the gene hierarchy in the hippocampi of the three mouse models. 

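GCH could be computed for the 8864 genes with a spot valid in all 12 samples, from REV and COR over the 4 mice of each phenotype. Of the genes in the paper's Table 3, 15 of MRL/+, 15 of MRL/lpr and 14 of Fn14ko were found on the array, and 9, 9 and 3 had a GCH. The first gene listed for each phenotype (*Tfb2m*, *Xrcc4* and *Card19*) had no spot valid in all 12 samples. Among the listed genes with a GCH, the best rank was 747 for *Gga2* in MRL/+ (GCH 10.3), 1337 for *Pnldc1* in MRL/lpr (GCH 8.60) and 3382 for *Mapre3* in the mice labelled Fn14ko (GCH 1.95), all 3 singled out after their values were seen. Median ranks were 2517, 6601 and 3485. GCH was highest in the phenotype the gene is listed for in 2, 3 and 0 genes. In the files, the highest GCH belonged to *Hddc2* in MRL/lpr (125, compared with 1.23 in the mice labelled Fn14ko and 5.84 in MRL/+), to *Cyc1* in the mice labelled Fn14ko (34.8, compared with 10.2 and 5.72 in MRL/lpr and MRL/+) and to *Rmnd5b* in MRL/+ (87.3, compared with 1.94 and 1.71 in MRL/lpr and the mice labelled Fn14ko).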

Table 3 presents the top 15 genes with the highest GCH in each phenotype. 

Of particular interest are the top GCH genes in the MRL/+ as these are important in the preservation of the healthy, non-lupus phenotype in this background control model. As expected, most of the genes encode for household proteins required for genetic material transcription and protection/repair regulation, intracellular structural and transportation mechanisms, and modulation of cell differentiation, proliferation, and signal transduction. 

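*Syt11* is measured on chromosome 3 from 88548623 to 88548682 (mm9). Its GCH was 1.23 in MRL/+, at rank 8511 of 8864 genes, 4.51 in MRL/lpr and 1.92 in the mice labelled Fn14ko. Its AVE was 4.45 ± 3.01 times the channel median in MRL/lpr, 5.78 ± 0.749 in the mice labelled Fn14ko and 6.35 ± 0.963 in MRL/+ (SD, n = 4 mice each). The log2 fold change was −0.81 between MRL/lpr and MRL/+ (standard error 0.46, adjusted p = 0.211; exact permutation p = 0.314) and −0.68 between MRL/lpr and the mice labelled Fn14ko (adjusted p = 0.263; exact permutation p = 0.429). In each comparison 3 of 16 alternatives gave the opposite sign.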

Notably, one of the top GCH genes, Synaptotagmin XI (*Syt11*), plays an important role in regulating endocytosis and the vesicle-recycling process identified to be particularly significant in dopamine transmission, in addition to inhibiting cytokine secretion, such as interleukin-6 (IL6) and tumor necrosis factor (TNF), in macrophages and microglia [44]—both of these functions are potentially important in preventing the aberrant processes occurring in the lupus-prone brain.

The lack in overlap of the top GCH genes between the 3 phenotype is apparent. This is especially noteworthy when comparing the MRL/lpr model with the Fn14ko. 

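In the files, the lists of the 15 genes with the highest GCH in each phenotype shared 0 genes, and so did lists of 50, while lists of 100 shared 4. A list built with 1 mouse left out kept between 1 and 4 of the 15 genes of its own phenotype. In 100 simulations in which the phenotypes had the same variability, 68 shared 0 genes among the lists of 15, and the highest number shared was 2. Genes and mice were drawn as independent there, unlike in the data.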

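In limma, 353 of 8864 genes had an adjusted p under 0.05 between MRL/lpr and the mice labelled Fn14ko, 196 higher and 157 lower in MRL/lpr. The groups of 1903 genes (21.5%) did not overlap, and 350 of the 353 were among them. Among the limma fits, the array as a random block left 4 genes, with 1566 at an unadjusted p under 0.05, and leaving out 1 mouse moved the count between 40, without replicate 4 labelled Fn14ko, and 4298, without MRL/lpr replicate 2. By the methods' t-test on linear values, 1155 genes passed the paper's unadjusted threshold and 0 passed after Benjamini-Hochberg adjustment, compared with 8 on log2 values. By the naming rule, the largest rises were 7.81 for ENSMUST00000118343.1 (standard error 0.48, adjusted p = 1.92e-05), 6.82 for *Ydjc* (standard error 1.14, adjusted p = 0.0116) and 6.18 for *Rd3l* (standard error 1.21, adjusted p = 0.0229). In the mice labelled Fn14ko their spots were well above background in 2, 1 and 1 of the 4 mice, so these folds are over levels near background and their size is uncertain. With 1 mouse left out, the adjusted p of *Ydjc* rose to at most 0.0578 and that of *Rd3l* to 0.0938. Over 15 alternatives *Ydjc* ran from 0.18 (adjusted p = 0.784), with the weak array of MRL/lpr replicates 3 and 4 left out, chosen after seeing the data, to 7.81, it was 0.54 (adjusted p = 0.488) with no filter on dim spots, and it passed the threshold in 10 of the 15. *Rd3l* ran from 3.73 to 7.96 and passed in 12 of the 15. The largest falls were −3.24 and −2.91 for the probes A_55_P2020035 and A_55_P2063505, which have no symbol, and −2.90 for 4933405E24Rik (standard error 0.46, adjusted p = 0.0101), which was well above background in 2 of the 4 MRL/lpr mice.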

As we discussed in our recent publication [20], while Fn14ko is thought to be physiologically similar to the MRL/lpr except for the knockout of 1 gene, transcriptomically, it appears that the differences between the models are more extensive and affect many more genes (in addition to the knocked down tweak) and functional pathways than would be expected.

### 3.5. Phenotype Dependence of the PI3K-AKT Pathway 

The correlation expression levels of each of the AKT genes with their KEGG-established stimulators and inhibitors were analyzed (using Equation (3) in Materials and Methods section). Statistically significant (*p* < 0.05) COR of the AKT genes with their KEGG-determined stimulators and inhibitors [45] in the hippocampi of the three phenotypes are shown in Figure 4. According to the established and widely-used KEGG, the genes included in the groups labeled as PDK1, HSP90/Cd37, mTRC2, and TCL1 should be synergistically expressed (red lines) with all genes from the AKT group as they are thought to stimulate *Akt* gene expression within the pathway, while the genes labeled PP2A, CTMP and PHLPP should be antagonistically expressed (blue lines) with the *Akt* genes. As revealed by the coordination analysis in Figure 4, the genes are not uniformly correlated among the phenotypes, or consistently in-line with the KEGG-determined expected associations. The expression coordination is strongly dependent on the phenotype, contrary to the claimed universality of the KEGG-determined pathway. Interestingly, there are also substantial differences with expression coordination of the same genes between the hippocampus and cortex of the same phenotypes (Figure 7 in [20], as well as Figure 5 below).

### 3.6. Phenotype-Dependent Cortex-Hippocampus Synchronous Expression of Genes 

Cognitive dysfunction in NPSLE has been frequently associated with hippocampal functional changes [21,22,23,24,25,26]. Previously, we presented data of gene expression analysis in the cortex of MRL/lpr, Fn14ko, and MRL/+ mice [20]. Figure 5 and Figure 6 illustrate the correlation between gene expression in the cortex, compared with the hippocampus of the 3 phenotypes, in the PI3K/AKT and neurotransmission pathways, respectively. These figures focus on the genes that are significantly expressed in-phase (expression levels are in the same direction, either enhanced or suppressed) and antiphase (gene expression is in opposite directions) among the two brain regions of each phenotype. As shown, there is enhanced in-phase gene expression between the regions in the MRL/lpr phenotype in about 10% of the analyzed genes in both pathways. However, the pattern of this association, both in the extent of general in-phase expression and which genes are synchronously expressed is phenotype-specific. Furthermore, when focusing on the asynchronously expressed genes between the 2 regions (blue lines), it is interesting that the lupus-prone MRL/lpr mice show the most asynchronous expression of genes in both analyzed pathways, while the MRL/+ controls show none.

## 4. Discussion

Analysis of the differential genomic expression and regulation of the hippocampi of lupus-prone mice highlights several important pathways that may play a role in inducing the NPSLE phenotype. More specifically, we focused on those pathways that appear to be TWEAK/Fn14-dependent, as TWEAK is an established key player in the pathogenesis of NPSLE [14,15,17,46], and an improved understanding of its downstream effects can provide important insight into the underlying pathologic processes, including potential targets for intervention. Our analysis highlights the importance of *Akt2* in particular, and the PI3K-AKT pathway in general, in the genomic regulation of the MRL/lpr lupus-prone mouse. In addition to the PI3K-AKT pathway, other significant hippocampal pathways that seem to be associated with TWEAK/Fn14 activation are chemokine signaling, cholinergic, and dopaminergic neurotransmission pathways. In addition to these highlighted pathways, we also present genes that have significant impact on the MRL/lpr hippocampus transcriptome, such as *Dnajc28*, *Syne2*, and suppressed levels of *Ttr*, among others. Finally, we present evidence to differential pathway progression, or alterations to expected pathway sequences, as predicted by KEGG between the different mice phenotypes.

The hippocampus has long been implicated as a focus of NPSLE memory and learning impairment. In studies using advanced imaging techniques, the hippocampus is among the most consistently affected brain regions [3,47]. The specific localization of pathology to certain areas of the brain can be related to mechanical differences between the regions, such as increased regional vulnerability of the blood-brain barrier (BBB) increasing the local influx of inflammatory factors [48], as well as differences in local cell populations potentially making them selectively vulnerable to the NPSLE inflammatory drivers [49]. In addition, it has been demonstrated that different brain regions have variable cytokine profiles in the setting of NPSLE [50,51]. It was, therefore, important for us to specifically examine gene expression changes in the hippocampus, as it is likely more relevant to NPSLE neurocognitive changes than an evaluation that is not region-specific.

The neuropsychiatric manifestations of SLE have been shown to be triggered by an inflammatory process in a variety of contexts. Blood-brain-barrier (BBB) disruption allows infiltration of pathogenic antibodies to brains of mouse models, thereby causing neuropsychiatric manifestations [52]; tertiary lymph nodes at the site of the choroid plexus enable activated T- and B-cells to migrate to the brain parenchyma [53]; activated microglia cells are thought to play an active role in the local inflammatory process in this setting; abundance of pro-inflammatory cytokines is found in the CSF of NPSLE patients (reviewed in [1]). It is, therefore, not surprising that many of the NPSLE symptoms manifest in the setting of active SLE disease, and improve with immunosuppression. However, neurocognitive dysfunction in lupus patients has been a more elusive, less overtly inflammation-driven process. In human disease, it can often appear when overall disease activity is quiescent, and the symptoms often do not respond to immunosuppression. Previously, our group has shown in the MRL/lpr model that even with drastic attenuation of systemic inflammation, the neurocognitive behavioral phenotype persists, along with local cytokine production and neurodegeneration [54,55]. Accordingly, many of the most differentially regulated genes in the hippocampus of the lupus mouse model are ones that are related to neurodegenerative conditions, such as Alzheimer’s and Parkinson’s Disease, more than typical autoimmune, inflammation-related genes. At the same time, the prognosis of Alzheimer’s patients is associated with degree of systemic and local inflammation [56], and inflammatory processes, such as local cytokine production and T-cell infiltration, have been shown to play an important role in neurodegenerative conditions [57,58]. Thus, the interplay between inflammation and neurodegeneration is an important one to further explore.

*Dnajc28* is a member of the Heat Shock Protein 40 (Hsp40) family. The members of this family of HSPs are thought to be molecular co-chaperones that bind to Hsp70 members, allowing them to interact with client proteins facilitating their proper folding, intracellular trafficking, and marking specific proteins for degradation [35]. A number of the Hsp40 family members have been implicated in familial forms of Parkinson’s Disease [35]. At the same time, several studies have shown neuroprotective effects of increased levels of extracellular HSPs, including Hsp40 and Hsp70, in several neurodegenerative disease models [59,60,61,62]. Thus, it is yet unclear whether the excess expression of *Dnajc28* in the MRL/lpr model is damaging in and of itself, or whether its overexpression is a compensatory response to the stressed local environment. Similarly, *Syne2* (spectrin repeat containing nuclear envelope protein 2), a member of the LINC (Linker of Nucleoskeleton and Cytoskeleton) complex that tethers the nuclear lamina to the cytoskeleton [63], has been previously identified to be associated with Alzheimer’s Disease (AD) and familial early-onset dementia [38,39]. *Ttr* is a systemic amyloid precursor that with abnormal folding due to genetic mutations or aging can lead to a form of systemic amyloidosis. In the setting of AD, it seems to have a protective effect by binding with the Aβ amyloid peptides and preventing fibril formation [42,64,65]. Interestingly, while historically Ttr was thought to be produced only by choroid plexus epithelial cells in the CNS, several groups have shown neuronal production of Ttr, particularly in the hippocampus and cortex, likely induced by Aβ precursor peptides as a local protective mechanism [42]. 

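In the hippocampus, the level of *Ttr* was 33.4, 10.0, 2.13 and 15.2 times the channel median in MRL/lpr replicates 1 to 4. The level was 4.61, 0.663, 0.627 and 0.297 in the mice labelled Fn14ko and at most the level of the lowest MRL/lpr mouse in each MRL/+ mouse. REV without the correction coefficient was 87.4%, 132% and 30.3% in MRL/lpr, the mice labelled Fn14ko and MRL/+. Over 16 alternatives the log2 fold change stayed between 2.85 and 4.49 against MRL/+, with 11 adjusted p values under 0.05 (0.000241 to 0.303). Against the mice labelled Fn14ko 9 of 16 were under 0.05 (0.000350 to 0.278). A list of choroid plexus genes without *Ttr*, of which 6 were measured, had a mean log2 fold change of 1.78 between MRL/lpr and MRL/+ (camera adjusted p = 0.0783). The paper proposes a compensatory, protective role for this rise.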

In our study, the increased expression of *Ttr* in the hippocampus of the MRL/lpr lupus model, compared with both the MRL/+ and Fn14ko controls, may indicate a compensatory, protective mechanism that was driven in the lupus mice due to stress or local inflammation (there is no evidence in the literature for increased production of amyloid precursor proteins in the context of SLE, or NPSLE [66], and so it is unclear what is driving the increased expression of *Ttr* here).

Similar to our previous findings in the MRL/lpr cortex, Akt2 appears to play a central role in the TWEAK/Fn14-induced effects of the hippocampus of the lupus model. Akt2 is one of 3 closely related serine/threonine-protein kinases (Akt1-3) that are key members of the PI3K-AKT pathway; regulating many essential processes, including cell proliferation and survival, growth, metabolism, and angiogenesis [67]. Studies of specific *Akt1-3* null mice provided information regarding differences in roles and functions of the 3 isoforms. Akt3 is the most abundant in the brain, and plays a role in brain development and neurodegeneration [68]. *Akt3*-null mice have 25% smaller brain size [69], and increased susceptibility to demyelination in experimental autoimmune encephalitis (EAE), a widely used model for multiple sclerosis. Akt1 overexpression promotes enhanced myelination [70]. Conversely, *Akt2^-/-^* mice, lacking the Akt2 isoform that is known to be the most crucial in insulin-mediated glucose regulation [71], have normal brain size [69]. This lack of obvious brain manifestations in *Akt2*-null mice make our findings more curious. We show here that *Akt2* is of the most differentially expressed genes in the hippocampus of MRL/lpr with significant WIR, indicating substantial effect on the MRL/lpr transcriptome and presumably phenotype. As *Akt2* expression remains comparable to background control in the Fn14ko mice, the *Akt2* overexpression in the MRL/lpr mice is likely mediated by TWEAK/Fn14 activation. TWEAK-Akt association has been shown in other systems, such as the heart [72], skeletal muscles [73], and tumors [74,75], including glioma, where Akt2 was specifically implicated in mediating TWEAK-induced cell survival [76]. Thus, it is conceivable that, while Akt2 does not play a major ongoing role in brain development and function, it can be activated in CNS inflammatory conditions such as NPSLE by TWEAK activity, possibly as a compensatory mechanism to improve cell survival in the context of inflammation-induced damage. *Akt2^-/-^* mice can be used to further explore whether Akt2 plays a direct pathogenic role contributing to the NPSLE-like phenotype, thereby clarifying whether Akt2 inhibition can be a viable and effective treatment in such scenarios.

In addition to the PI3K-AKT pathway, the chemokine-signaling pathway, as well as the cholinergic and dopaminergic neurotransmission pathways, were identified as important within the TWEAK/Fn14-mediated processes in the lupus-model hippocampus. Chemokine-signaling is an expected downstream event, especially in a cytokine-induced inflammatory context, as is the case in SLE in general, and in our experimental setting that focused on downstream effects of TWEAK/Fn14 activation. Highlighting the role of the cholinergic and dopaminergic neurotransmission pathways, as opposed to others, as significant in the pathogenesis of NPSLE is an important step in elucidating contributing mechanisms, as well as identifying targets of intervention for prevention and treatment.

Importantly, we also demonstrate that our current tools for genetic and pathway evaluations require further refinement. For example, KEGG-determined pathways widely relied upon for pathway identification and prediction studies, seem to be phenotype-dependent, and not universal across mice models. Furthermore, as we previously discussed in [20], gene knockout models, used in studies to isolate effects of one particular gene, display much more pervasive genetic and phenotypic differences from their controls. These observations should be taken into account when making predictions and trying to reach conclusions based on these methods. Of course, this presents an important limitation to our own study, and it should, therefore, be emphasized that this is an exploratory evaluation, and further confirmatory investigations need to be pursued prior to making definitive conclusions. These future studies should include protein analysis beyond gene expression, as there can be significant differences between a gene expression level and its actual translation. Another important limitation of our study is that we utilized only one mouse model: the MRL/lpr and its background control. Further studies need to be undertaken in other mice models to confirm our findings as relevant in NPSLE in general, and not just within the context of the MRL/lpr model.

## 5. Conclusions

SLE is a systemic autoimmune disease that drives inflammation in a myriad of organs, including the brain. While inflammation is a critical piece of the puzzle and probably its initial trigger, it is likely not the only driver of neuropsychiatric symptoms. Clinically, common and prevalent neuropsychiatric manifestations of SLE, such as cognitive dysfunction and mood disorders, often occur independent of disease activity (thus, not during times of increased systemic inflammation) and do not respond to immunosuppression. In this study, we focused on the effects of the pro-inflammatory cytokine TWEAK and its cognate receptor, Fn14, known to play an important role in NPSLE, on the transcriptome of the hippocampus of a lupus-prone mouse model. Notably, many of the most differentially regulated genes and pathways identified are those involved in neurodegenerative processes, as opposed to inflammatory ones, including *Dnajc28*, *Ttr*, and the PI3K-AKT pathway. Transitioning the focus of study to relevant neurodegenerative mechanisms, that potentially contribute to neuropsychiatric manifestations of SLE, may provide a clearer understanding of the underlying pathophysiology and enable the identification of effective treatment modalities that have, so far, remained elusive.

## Figures and Tables

**Figure 1:**
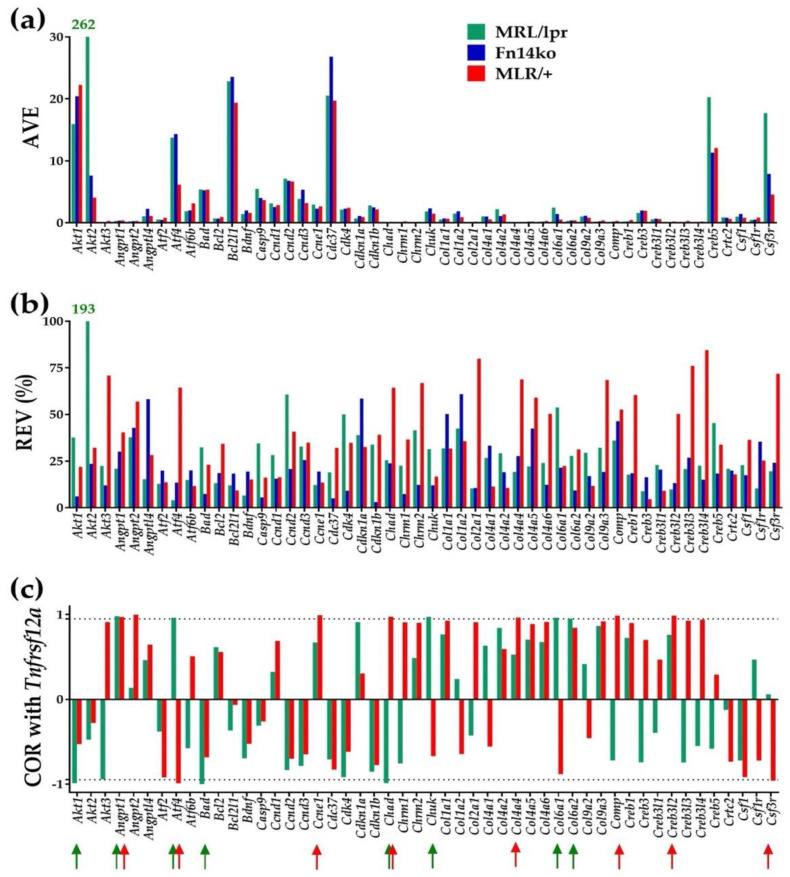
The independent characteristics of the first 50 alphabetically ordered hippocampal PI3K-AKT genes in the three phenotypes. (**a**) Average expression level (AVE); (**b**) Relative expression variability (REV); (**c**) Pair-wise product-momentum correlation coefficient (COR) of PI3K-AKT genes with *Tnfrsf12a.* Red/green arrows indicate the statistically significant (*p* < 0.05) correlations in the MRL/lpr and MRL/+ mice. With AVE = 262 and REV = 193, *Akt2* is the most remarkable gene of the selection in the hippocampus of the MRL/lpr mice.

**Figure 2:**
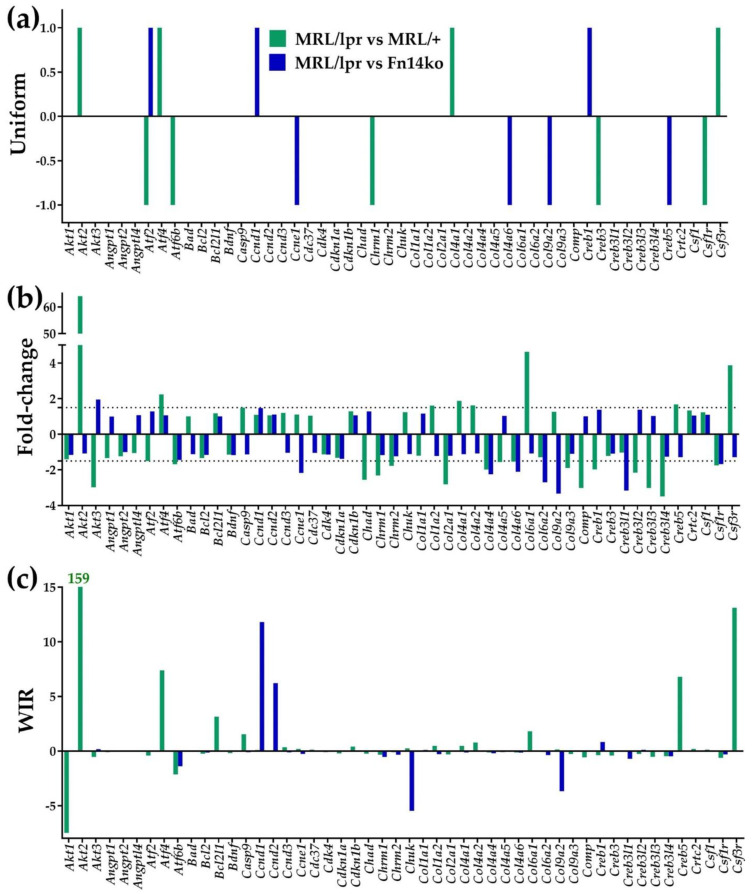
Measures of differential expression of the first 50 alphabetically ordered hippocampal PI3K-AKT genes in the MRL/lpr mouse with respect to the two controls. (**a**) Uniform contribution (+1 or −1) of the significantly regulated genes. (**b**) Fold-change (negative for down-regulation) of all genes within the selection. (**c**) Weighted Individual (gene) Regulation (WIR). In addition to the net fold-change, WIR considers also the reference expression level of the gene and the statistical confidence (1 − *p*-value) of its regulation. Taken together, it is a comprehensive measure of the relative contribution of the gene to the model’s transcriptome.

**Figure 3:**
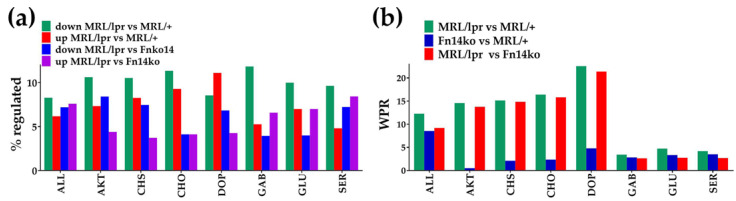
Overall transcriptomic differences in the analyzed pathways among the three phenotypes. (**a**) Percentages of up- and down-regulated genes in selected pathways for indicated comparisons. (**b**) Weighted Pathway Regulation (WPR) of selected pathways. AKT, PI3K-AKT pathway; CHS, chemokine signaling pathway; CHO, cholinergic neurotransmission; DOP, dopaminergic neurotransmission; GAB, GABAergic neurotransmission, GLU, glutamatergic neurotransmission; SER, serotonergic neurotransmission.

**Figure 4:**
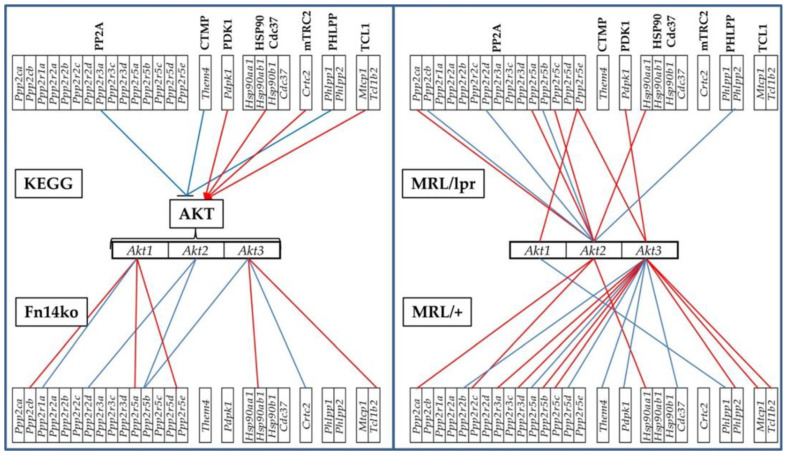
Phenotype-dependent transcriptomic network of AKT genes with their KEGG-derived activator and inhibitor genes in the hippocampus. Red/blue lines depict statistically significant (*p* < 0.05) expression synergism/antagonism between the linked genes. Red line indicates synergism, and blue line antagonism between the 2 genes.

**Figure 5:**
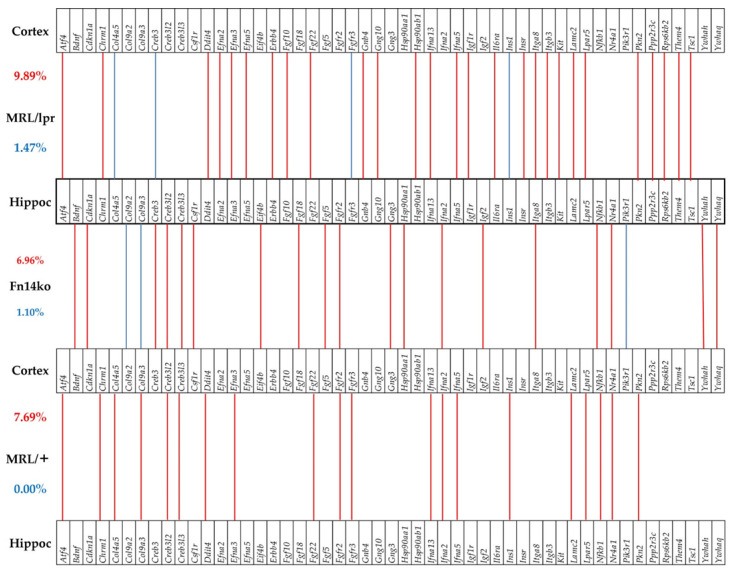
Significant in-phase and anti-phase expression of PI3K-AKT genes between the cortex and hippocampus in each phenotype. Red/blue lines indicate the genes that are significantly expressed in-phase and anti-phase between the two regions. Red numbers indicate percentages of in-phase expression, and blue numbers indicate percentages of anti-phase expression.

**Figure 6:**
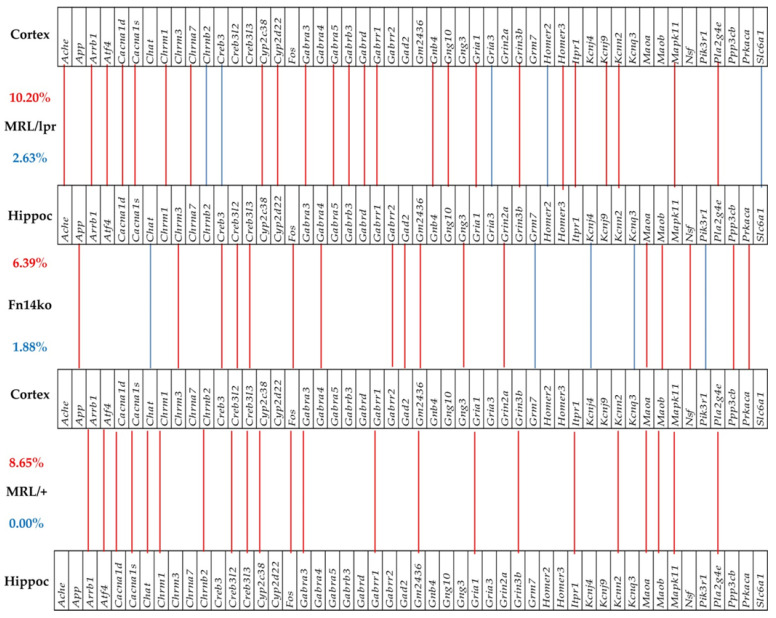
Significant in-phase and anti-phase expression of neurotransmission genes between the cortex and hippocampus in each phenotype. Red/blue lines indicate the genes that are significantly expressed in-phase and antiphase between the two regions. Red numbers indicate percentages of in-phase, and blue numbers of anti-phase expressions.

**Table 1:** The 20 most highly expressed genes in the hippocampus of MRL/lpr mice. Average values of gene expression (AVE) are expressed in the table as multiples of the median gene expression.

Gene	Description	MRL/lpr	MRL/+	Fn14ko
*Dnajc28*	DnaJ (Hsp40) homolog, subfamily C, member 28	334.06	0.17	0.09
*Syne2*	synaptic nuclear envelope 2	316.02	0.18	0.09
*Rpp38*	ribonuclease P/MRP 38 subunit (human)	314.63	1.03	1.31
*Cox7b*	cytochrome c oxidase subunit VIIb	311.86	23.40	31.39
*Kctd10*	potassium channel tetramerisation domain containing 10	307.63	0.32	0.09
*Tle6*	transducin-like enhancer of split 6, homolog of Drosophila E	307.41	0.37	0.54
*Pcnx4*	pecanex homolog 4	306.69	1.26	1.81
*Dlx5*	distal-less homeobox 5	302.19	0.48	0.14
*Clec14a*	C-type lectin domain family 14, member a	300.99	0.21	0.14
*Coq6*	coenzyme Q6 homolog (yeast)	290.92	2.95	3.18
*Cradd*	CASP2 and RIPK1 domain containing adaptor with death domain	289.92	0.40	0.60
*Ppp2ca*	protein phosphatase 2 (formerly 2A), catalytic subunit, α isoform	289.29	12.08	19.16
*Gps1*	G protein pathway suppressor 1	282.09	19.02	21.20
*Zfp455*	zinc finger protein 455	276.70	0.20	0.12
*Donson*	downstream neighbor of SON	267.23	0.83	1.36
*Tmie*	transmembrane inner ear	265.98	0.43	0.32
*Akt2*	thymoma viral proto-oncogene 2	261.94	4.09	7.64
*Deaf1*	deformed epidermal autoregulatory factor 1 (Drosophila)	259.89	1.35	0.82
*Eif2s1*	eukaryotic translation initiation factor 2, subunit 1 α	258.35	0.55	0.84
*Dnajc14*	DnaJ (Hsp40) homolog, subfamily C, member 14	256.52	0.77	0.63

MRL/MpJ-Fas^lpr/lpr^ lupus model (MRL/lpr); MRL/MpJ background control (MRL/+); MRL/lpr Fn14 knock-out (Fn14ko)

**Table 2:** The 60 genes that are the largest contributors to the MRL/lpr phenotype. Positive values indicate upregulation of the gene in the MRL/lpr compared with MRL/+ and Fn14ko, and negative values indicate its downregulation. Shaded genes are ones with a similar trend in both control phenotypes, indicating that TNF-like weak inducer of apoptosis (TWEAK)/Fn14 activation plays a role in the gene’s regulation. “x”, expression ratio/fold-change; “WIR”, Weighted Individual (gene) Regulation.

Gene	Description	MRL/lpr vs. MRL/+		MRL/lpr vs. Fn14ko	
		x	WIR	x	WIR
*Nrtn*	neurturin	−17.12	−1032.44	−1.11	−0.24
*Dnajc28*	DnaJ (Hsp40) homolog, subfamily C, member 28	1979.55	203.31	3817.12	203.39
*Syne2*	synaptic nuclear envelope 2	1714.27	192.30	3672.93	192.40
*Rpp38*	ribonuclease P/MRP 38 subunit (human)	304.48	190.96	241.04	190.68
*Tle6*	transducin-like enhancer of split 6, homolog of Drosophila E(spl)	830.65	187.22	572.06	187.05
*Kctd10*	potassium channel tetramerisation domain containing 10	950.07	187.04	3585.62	187.28
*Dlx5*	distal-less homeobox 5	635.75	183.64	2170.24	183.99
*Clec14a*	C-type lectin domain family 14, member a	1421.76	183.14	2104.76	183.21
*Cox7b*	cytochrome c oxidase subunit VIIb	13.33	178.48	9.93	170.27
*Cradd*	CASP2 and RIPK1 domain containing adaptor with death domain	719.92	176.35	484.24	176.15
*Coq6*	coenzyme Q6 homolog (yeast)	98.49	175.50	91.40	175.27
*Ppp2ca*	protein phosphatase 2 (formerly 2A), catalytic subunit, α isoform	23.95	169.92	15.10	162.69
*Zfp455*	zinc finger protein 455	1373.60	168.35	2255.80	168.43
*Donson*	downstream neighbor of SON	322.96	162.56	196.84	162.02
*Tmie*	transmembrane inner ear	618.70	161.70	818.52	161.81
*Gps1*	G protein pathway suppressor 1	14.83	160.90	13.31	158.67
*Akt2*	thymoma viral proto-oncogene 2	64.02	158.94	34.28	155.29
*Deaf1*	deformed epidermal autoregulatory factor 1 (Drosophila)	193.09	157.27	316.93	157.80
*Eif2s1*	eukaryotic translation initiation factor 2, subunit 1 α	472.78	157.09	307.81	156.79
*Dnajc14*	DnaJ (Hsp40) homolog, subfamily C, member 14	332.10	155.60	410.38	155.75
*Arrdc1*	arrestin domain containing 1	461.59	155.23	406.91	155.15
*Nkap*	NFKB activating protein	−23.74	−146.42	1.12	0.04
*Sall1*	sal-like 1 (Drosophila)	515.64	142.36	977.24	142.58
*Rnmtl1*	RNA methyltransferase like 1	286.57	141.15	314.45	141.22
*Ybx2*	Y box protein 2	799.94	139.73	707.63	139.70
*Arl4a*	ADP-ribosylation factor-like 4A	203.58	139.32	117.37	138.48
*Tbc1d19*	TBC1 domain family, member 19 (Tbc1d19), mRNA [NM_144517]	259.29	136.98	213.37	136.79
*Lrrc2*	leucine rich repeat containing 2	1145.66	135.04	1901.54	135.11
*Gpr183*	G protein-coupled receptor 183	1187.49	131.43	2459.92	131.53
*Abcc3*	ATP-binding cassette, sub-family C (CFTR/MRP), member 3	988.46	131.05	1673.97	131.14
*Ccdc124*	coiled-coil domain containing 124	16.46	121.35	13.70	118.72
*Rgl1*	ral guanine nucleotide dissociation stimulator-like 1	113.72	118.88	182.93	119.55
*Mki67*	antigen identified by monoclonal antibody Ki 67	903.22	101.46	977.16	101.48
*Hba-a1*	hemoglobin α, adult chain 1	3.69	91.05	1.82	54.31
*Hba-a2*	hemoglobin α, adult chain 2	2.54	90.32	1.77	64.14
*Tank*	TRAF family member-associated Nf-kappa B activator	381.55	87.10	407.55	87.12
*Slc10a1*	solute carrier family 10 (sodium/bile acid cotransporter family), member 1	1.82	83.41	1.82	83.18
*H2-Gs10*	MHC class I like protein GS10	10.38	82.27	9.02	80.23
*Rnf168*	ring finger protein 168	87.22	80.35	106.75	80.63
*Elk1*	ELK1, member of ETS oncogene family	1.59	65.37	1.75	75.96
*Exosc2*	exosome component 2	1.74	62.55	1.39	39.39
*Cxcl11*	chemokine (C-X-C motif) ligand 11	2.82	61.18	2.68	59.47
*Ttr*	transthyretin	−2.00	−52.38	−1.76	−40.27
*Kif5a*	kinesin family member 5A	1.69	52.29	1.30	26.92
*Hccs*	holocytochrome c synthetase	3.37	50.04	3.14	48.37
*Zfp628*	zinc finger protein 628	−1.34	−47.43	1.36	28.96
*Atp6v0c*	ATPase, H+ transporting, lysosomal V0 subunit C	−1.40	−43.10	−1.18	−11.73
*Gla*	galactosidase, α	2.04	41.87	1.61	31.24
*Psap*	prosaposin	−1.66	−41.72	−1.16	−7.03
*Dcc*	deleted in colorectal carcinoma	2.30	41.29	3.40	52.26
*Oxt*	oxytocin	−16.11	−39.14	1.02	0.00
*Tubb2a*	tubulin, β 2A	−1.35	−38.27	−1.41	−36.56
*Ddn*	dendrin	−2.34	−38.13	−1.28	−3.17
*Ptms*	parathymosin	−1.44	−37.91	1.19	8.51
*Acot7*	acyl-CoA thioesterase 7	−1.71	−35.06	−1.15	−3.35
*Ptgds*	prostaglandin D2 synthase (brain)	1.45	34.82	1.23	11.03
*Thy1*	thymus cell antigen 1, theta	−1.32	−34.56	1.18	11.17
*Sparcl1*	SPARC-like 1	1.42	33.77	1.01	0.13
*Pkm2*	pyruvate kinase, muscle	−1.57	−33.58	−1.13	−3.69
*Cox8a*	cytochrome c oxidase, subunit VIIIa	1.31	32.71	1.19	17.94

**Table 3:** The top 15 genes in each phenotype. The numbers are the gene commanding heights (GCH) in the indicated phenotypes. Top genes have the highest GCHs.

Gene	Description	MRL/+	MRL/lpr	Fn14ko
*Tfb2m*	transcription factor B2, mitochondrial	234	3	9
*Hiatl1*	hippocampus abundant transcript-like 1	85	4	2
*Mettl11a*	methyltransferase like 11A	73	1	4
*Gipc1*	GIPC PDZ domain containing family, member 1	68	2	1
*Homez*	homeodomain leucine zipper-encoding gene	60	2	2
*Syt11*	synaptotagmin XI	58	2	3
*Eef1g*	eukaryotic translation elongation factor 1 γ	54	4	2
*Brsk1*	BR serine/threonine kinase 1	53	2	2
*Gga2*	golgi associated, γ adaptin ear containing, ARF binding protein 2	50	1	2
*St3gal5*	ST3 β-galactoside α-2,3-sialyltransferase 5	49	1	2
*Dusp22*	dual specificity phosphatase 22	46	2	1
*Avl9*	AVL9 homolog	42	2	3
*Foxq1*	forkhead box Q1	42	1	1
*Lmna*	lamin A	42	3	1
*Anpep*	alanyl (membrane) aminopeptidase	41	1	1
*Xrcc4*	X-ray repair complementing defective repair in Chinese hamster cells 4	4	43	1
*Tubb4*	tubulin, β 4	2	43	2
*Arhgap23*	Rho GTPase activating protein 23	2	36	3
*Ecd*	ecdysoneless homolog	5	35	5
*Cacfd1*	calcium channel flower domain containing 1	5	29	2
*Nacad*	NAC α domain containing	10	26	2
*Pnldc1*	poly(A)-specific ribonuclease (PARN)-like domain containing 1	3	23	2
*Mrpl40*	mitochondrial ribosomal protein L40	1	22	3
*Serf2*	small EDRK-rich factor 2	6	22	2
*Rpa2*	replication protein A2	7	22	3
*Unc79*	unc-79 homolog	4	20	5
*Pogk*	pogo transposable element with KRAB domain	8	19	3
*Gabpb1*	GA repeat binding protein, β 1	2	18	5
*Mad2l2*	MAD2 mitotic arrest deficient-like 2	3	18	10
*Ccdc101*	coiled-coil domain containing 101	2	18	2
*Card19*	caspase recruitment domain family, member 19	2	2	27
*Ppfia1*	protein tyrosine phosphatase, receptor type, f polypeptide, interacting protein (liprin), α 1	6	5	26
*Map4k5*	mitogen-activated protein kinase kinase kinase kinase 5	2	2	25
*Ddx59*	DEAD (Asp-Glu-Ala-Asp) box polypeptide 59	2	1	25
*Fbxo25*	F-box protein 25	2	1	21
*Rg9mtd3*	RNA (guanine-9-) methyltransferase domain containing 3	3	2	20
*Iscu*	IscU iron-sulfur cluster scaffold homolog, nuclear gene encoding mitochondrial protein	3	3	20
*Gm14407*	60S ribosomal protein L27a pseudogene	3	2	19
*Riok2*	RIO kinase 2	3	5	19
*Slc25a47*	solute carrier family 25, member 47	3	2	19
*Mapre3*	microtubule-associated protein, RP/EB family, member 3	9	2	19
*Pomc*	pro-opiomelanocortin-α	3	5	18
*Polr1e*	polymerase (RNA) I polypeptide E	6	3	18
*Olfr1347*	olfactory receptor 1347	3	4	17
*Tor2a*	torsin family 2, member A	9	1	16

## Data Availability

Raw and normalized gene expression data were deposited and are publicly accessible at https://www.ncbi.nlm.nih.gov/geo/, (accessed on 25 March 2021) as GSE164140 (cortex) and GSE169486 (hippocampus).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12081172/s1, Table S1: The 20 most stably expressed genes (low relative expression variability, REV) in each phenotype; Table S2: The 20 most unstably expressed genes (high REV) in each phenotype.

# Supplementary material for: TWEAKing the Hippocampus: The Effects of TWEAK on the Genomic Fabric of the Hippocampus in a Neuropsychiatric Lupus Mouse Model
**Source:** Genes (Basel). 2021 Jul 29;12(8):1172. doi: 10.3390/genes12081172
**Supplement:** Supplementary file 1

## Supplementary Materials

**Table S1.** The 20 most stably expressed genes (low relative expression variability, REV) in each of the three phenotypes. Shaded genes are the genes of interest in each phenotype.

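Table S1 ranks genes by REV, the spread of a gene between the 4 mice of a phenotype relative to its mean, so that a low value marks a gene expressed at a similar level in all 4. In the files, REV was computed for 19 of the genes listed for MRL/lpr, 19 for Fn14ko and 20 for MRL/+, without the correction coefficient and with no filter on dim spots. Its median was 75.3% (33.0% to 107%) for the MRL/lpr genes, 20.5% (11.2% to 50.6%) for the Fn14ko genes and 60.8% (44.5% to 69.6%) for the MRL/+ genes, each in the phenotype they are listed for. The paper's medians are 1.51%, 1.37% and 1.69%. Among all genes the medians lay at the percentiles 46.0, 26.0 and 44.4 of REV. REV was lowest in the phenotype the gene is listed for in 0 of the 19 MRL/lpr genes, 18 of the 19 Fn14ko genes and 0 of the 20 MRL/+ genes, compared with 7.72%, 81.9% and 10.4% of all genes. The first gene of each list, *Xrcc4* in MRL/lpr, *Ddx59* in the mice labelled Fn14ko and *Tfb2m* in MRL/+, had REV of 62.2%, 12.1% and 56.5%.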

| Gene              | Description                                                                                               | MRL/ <i>lpr</i> | Fn14ko | MRL/+ |
|-------------------|-----------------------------------------------------------------------------------------------------------|-----------------|--------|-------|
| <i>Xrcc4</i>      | X-ray repair complementing defective repair in Chinese hamster cells 4                                    | 0.66            | 18.31  | 12.04 |
| <i>Tubb4</i>      | tubulin, beta 4                                                                                           | 0.73            | 15.07  | 18.02 |
| <i>Ecd</i>        | ecdysoneless homolog (Drosophila)                                                                         | 1.27            | 4.64   | 23.95 |
| <i>Arhgap23</i>   | Rho GTPase activating protein 23                                                                          | 1.28            | 7.90   | 16.16 |
| <i>Ggnbp2</i>     | gametogenetin binding protein 2                                                                           | 1.36            | 10.69  | 10.32 |
| <i>Tusc2</i>      | tumor suppressor candidate 2                                                                              | 1.40            | 17.41  | 15.19 |
| <i>Med22</i>      | mediator complex subunit 22                                                                               | 1.42            | 8.15   | 20.64 |
| <i>Mfsd5</i>      | major facilitator superfamily domain containing 5                                                         | 1.42            | 9.11   | 8.62  |
| <i>Acbd3</i>      | acyl-Coenzyme A binding domain containing 3                                                               | 1.49            | 14.69  | 13.51 |
| <i>Nacad</i>      | NAC alpha domain containing                                                                               | 1.51            | 15.95  | 9.89  |
| <i>Pdia3</i>      | protein disulfide isomerase associated 3                                                                  | 1.52            | 15.96  | 22.67 |
| <i>Serf2</i>      | small EDRK-rich factor 2                                                                                  | 1.53            | 10.49  | 21.71 |
| <i>Hax1</i>       | HCLS1 associated X-1                                                                                      | 1.55            | 16.20  | 16.17 |
| <i>Pnlcd1</i>     | poly(A)-specific ribonuclease (PARN)-like domain containing 1                                             | 1.56            | 11.55  | 44.31 |
| <i>Cacfd1</i>     | calcium channel flower domain containing 1                                                                | 1.77            | 16.68  | 25.14 |
| <i>Mad2l2</i>     | MAD2 mitotic arrest deficient-like 2                                                                      | 1.78            | 2.31   | 11.33 |
| <i>Ppp1r12c</i>   | protein phosphatase 1, regulatory (inhibitor) subunit 12C                                                 | 1.82            | 11.85  | 16.76 |
| <i>Rpa2</i>       | replication protein A2                                                                                    | 1.88            | 8.77   | 11.51 |
| <i>Unc79</i>      | unc-79 homolog (C. elegans)                                                                               | 1.89            | 4.81   | 32.56 |
| <i>Nfasc</i>      | neurofascin                                                                                               | 1.90            | 17.03  | 24.38 |
| <i>Ddx59</i>      | DEAD (Asp-Glu-Ala-Asp) box polypeptide 59                                                                 | 58.12           | 0.97   | 21.59 |
| <i>Rg9mtd3</i>    | RNA (guanine-9-) methyltransferase domain containing 3                                                    | 6.77            | 0.98   | 47.38 |
| <i>Ppfia1</i>     | protein tyrosine phosphatase, receptor type, f polypeptide (PTPRF), interacting protein (liprin), alpha 1 | 9.43            | 1.09   | 6.35  |
| <i>Cenpv</i>      | centromere protein V                                                                                      | 8.75            | 1.14   | 33.88 |
| <i>Polr1e</i>     | polymerase (RNA) I polypeptide E                                                                          | 7.16            | 1.17   | 20.01 |
| <i>Pclo</i>       | piccolo (presynaptic cytomatrix protein)                                                                  | 31.49           | 1.17   | 19.95 |
| <i>Map4k5</i>     | mitogen-activated protein kinase kinase kinase 5                                                          | 15.50           | 1.18   | 19.31 |
| <i>Mrpl45</i>     | mitochondrial ribosomal protein L45                                                                       | 9.22            | 1.24   | 22.10 |
| <i>Iscu</i>       | IscU iron-sulfur cluster scaffold homolog (E. coli) (Iscu), nuclear gene encoding mitochondrial protein   | 8.15            | 1.31   | 8.60  |
| <i>Riok2</i>      | RIO kinase 2 (yeast)                                                                                      | 5.43            | 1.37   | 22.03 |
| <i>Nup88</i>      | nucleoporin 88                                                                                            | 13.52           | 1.39   | 26.28 |
| <i>Fbxo25</i>     | F-box protein 25                                                                                          | 40.03           | 1.44   | 79.33 |
| <i>Plcb1</i>      | phospholipase C, beta 1                                                                                   | 13.38           | 1.44   | 61.35 |
| <i>Slc6a17</i>    | solute carrier family 6 (neurotransmitter transporter), member 17                                         | 10.46           | 1.53   | 10.30 |
| <i>Pomc</i>       | pro-opiomelanocortin-alpha                                                                                | 4.61            | 1.53   | 35.08 |
| <i>Tor2a</i>      | torsin family 2, member A                                                                                 | 45.22           | 1.55   | 13.89 |
| <i>Ccdc134</i>    | coiled-coil domain containing 134                                                                         | 7.10            | 1.60   | 16.73 |
| <i>Gpr137b-ps</i> | G protein-coupled receptor 137B, pseudogene                                                               | 9.18            | 1.61   | 14.52 |
| <i>Pdcd2</i>      | programmed cell death 2                                                                                   | 10.57           | 1.62   | 24.11 |
| <i>Gm14407</i>    | predicted gene 14407                                                                                      | 18.82           | 1.71   | 41.59 |
| <i>Tfb2m</i>      | transcription factor B2, mitochondrial                                                                    | 15.69           | 2.65   | 0.28  |
| <i>Homez</i>      | homeodomain leucine zipper-encoding gene                                                                  | 23.29           | 15.77  | 0.94  |
| <i>Ttc26</i>      | tetratricopeptide repeat domain 26                                                                        | 19.30           | 15.56  | 0.98  |

|                 |                                                                                    |       |       |      |
|-----------------|------------------------------------------------------------------------------------|-------|-------|------|
| <i>Hiatl1</i>   | hippocampus abundant transcript-like 1                                             | 13.97 | 9.72  | 1.36 |
| <i>Galns</i>    | galactosamine (N-acetyl)-6-sulfate sulfatase                                       | 25.09 | 21.35 | 1.38 |
| <i>Dfna5</i>    | deafness, autosomal dominant 5 (human)                                             | 20.16 | 10.87 | 1.45 |
| <i>Avl9</i>     | AVL9 homolog (S. cerevisiae)                                                       | 14.70 | 5.70  | 1.48 |
| <i>Dele1</i>    | DAP3 binding cell death enhancer 1                                                 | 18.28 | 11.55 | 1.55 |
| <i>Foxq1</i>    | forkhead box Q1                                                                    | 19.66 | 26.03 | 1.58 |
| <i>Gipc1</i>    | GIPC PDZ domain containing family, member 1                                        | 20.12 | 24.64 | 1.68 |
| <i>Nfkbib</i>   | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, beta | 12.98 | 9.89  | 1.70 |
| <i>Tor1aip2</i> | torsin A interacting protein 2                                                     | 39.31 | 12.54 | 1.72 |
| <i>Abhd8</i>    | abhydrolase domain containing 8                                                    | 28.32 | 20.92 | 1.74 |
| <i>Ndst2</i>    | N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 2                          | 8.64  | 9.60  | 1.79 |
| <i>Trim37</i>   | tripartite motif-containing 37                                                     | 41.95 | 12.85 | 1.86 |
| <i>Cnnm4</i>    | cyclin M4                                                                          | 16.35 | 4.75  | 1.90 |
| <i>Lmna</i>     | lamin A                                                                            | 15.22 | 16.69 | 1.92 |
| <i>Gga2</i>     | golgi associated, gamma adaptin ear containing, ARF binding protein 2              | 19.14 | 17.78 | 1.97 |
| <i>Mettl11a</i> | methyltransferase like 11A                                                         | 39.50 | 6.43  | 1.99 |
| <i>Syt11</i>    | synaptotagmin XI                                                                   | 13.12 | 9.44  | 2.07 |

**Table S2. The 20 most unstably expressed genes (high REV) in each of the three phenotypes. Shaded genes are the genes of interest in each phenotype.**

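Genes with a high REV differ most between the 4 mice of a phenotype, and values near 200% arise when a single mouse carries nearly the whole signal. Of the genes in the paper's Table S2, 20 listed for MRL/lpr, 19 for Fn14ko and 18 for MRL/+ were found in the files, where the median REV without the coefficient was 45.3%, 52.2% and 61.9% in those phenotypes. The paper's medians are 199.85%, 115.8% and 115.8%. Among all genes in the files, these medians lay at the percentiles 15.1, 71.2 and 46.2. REV was highest in the phenotype the gene is listed for in 14 of 20, 6 of 19 and 3 of 18 genes, compared with 67.4%, 4.63% and 28.0% of all genes. The first gene of each list, *Kctd10* in MRL/lpr, *Serpina9* in the mice labelled Fn14ko and *Nkap* in MRL/+, had REV of 85.7%, 68.5% and 31.6%. REV of *Oxt* was 182% in the mice labelled Fn14ko and 9.57% in MRL/+.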

| Gene            | Description                                                       | MRL/lpr | Fn14ko | MRL/+ |
|-----------------|-------------------------------------------------------------------|---------|--------|-------|
| <i>Kctd10</i>   | potassium channel tetramerisation domain containing 10            | 200.0   | 43.4   | 97.5  |
| <i>Syne2</i>    | synaptic nuclear envelope 2                                       | 200.0   | 25.3   | 73.7  |
| <i>Vprbp</i>    | Vpr (HIV-1) binding protein                                       | 199.9   | 29.0   | 75.6  |
| <i>Dnajc28</i>  | DnaJ (Hsp40) homolog, subfamily C, member 28                      | 199.9   | 10.8   | 49.4  |
| <i>Gpr183</i>   | G protein-coupled receptor 183                                    | 199.9   | 18.9   | 70.8  |
| <i>Zfp455</i>   | zinc finger protein 455                                           | 199.9   | 11.0   | 37.4  |
| <i>Clec14a</i>  | C-type lectin domain family 14, member a                          | 199.9   | 21.7   | 39.5  |
| <i>Lrrc2</i>    | leucine rich repeat containing 2                                  | 199.9   | 5.5    | 55.8  |
| <i>Abcc3</i>    | ATP-binding cassette, sub-family C (CFTR/MRP), member 3           | 199.9   | 36.0   | 41.2  |
| <i>Mki67</i>    | antigen identified by monoclonal antibody Ki 67                   | 199.9   | 29.9   | 55.1  |
| <i>Dlx5</i>     | distal-less homeobox 5                                            | 199.8   | 21.5   | 48.8  |
| <i>Tmie</i>     | transmembrane inner ear                                           | 199.7   | 15.7   | 53.2  |
| <i>Sall1</i>    | sal-like 1 (Drosophila)                                           | 199.7   | 5.5    | 37.7  |
| <i>Ybx2</i>     | Y box protein 2                                                   | 199.7   | 25.9   | 27.0  |
| <i>Dnajc14</i>  | DnaJ (Hsp40) homolog, subfamily C, member 14                      | 199.7   | 24.3   | 24.0  |
| <i>Cradd</i>    | CASP2 and RIPK1 domain containing adaptor with death domain       | 199.7   | 16.1   | 27.0  |
| <i>Tank</i>     | TRAF family member-associated Nf-kappa B activator                | 199.5   | 16.8   | 6.5   |
| <i>Marf1</i>    | meiosis regulator and mRNA stability 1                            | 199.4   | 24.1   | 26.1  |
| <i>Eif2s1</i>   | eukaryotic translation initiation factor 2, subunit 1 alpha       | 199.4   | 15.3   | 29.1  |
| <i>Tle6</i>     | transducin-like enhancer of split 6, homolog of Drosophila E(spl) | 199.4   | 31.7   | 21.0  |
| <i>Serpina9</i> | serine (or cysteine) peptidase inhibitor, clade A                 | 21.7    | 159.0  | 84.8  |
| <i>Scn4b</i>    | sodium channel, type IV, beta                                     | 58.2    | 151.4  | 12.5  |
| <i>Drd1</i>     | dopamine receptor D1                                              | 61.8    | 149.4  | 58.8  |
| <i>Penk</i>     | preproenkephalin                                                  | 66.9    | 145.4  | 66.3  |
| <i>Ppp1r1b</i>  | protein phosphatase 1, regulatory (inhibitor) subunit 1B          | 53.3    | 134.2  | 26.5  |
| <i>Adora2a</i>  | adenosine A2a receptor                                            | 57.3    | 132.1  | 87.2  |
| <i>Rgs9</i>     | regulator of G-protein signaling 9                                | 21.6    | 127.2  | 34.1  |

|                |                                                              |       |       |       |
|----------------|--------------------------------------------------------------|-------|-------|-------|
| <i>Tac1</i>    | tachykinin 1                                                 | 20.5  | 127.1 | 38.3  |
| <i>Gpr6</i>    | G protein-coupled receptor 6                                 | 32.2  | 116.2 | 57.4  |
| <i>H2-Ab1</i>  | histocompatibility 2, class II antigen A, beta 1             | 51.2  | 115.8 | 62.8  |
| <i>Ccl2</i>    | chemokine (C-C motif) ligand 2                               | 52.9  | 114.5 | 91.2  |
| <i>Tmem90a</i> | transmembrane protein 90a                                    | 21.5  | 111.9 | 45.7  |
| <i>Pde10a</i>  | phosphodiesterase 10A                                        | 39.6  | 105.1 | 46.8  |
| <i>Rasd2</i>   | RASD family, member 2                                        | 47.2  | 104.2 | 12.1  |
| <i>Lyz1</i>    | lysozyme 1                                                   | 64.0  | 103.7 | 64.0  |
| <i>Rarb</i>    | retinoic acid receptor, beta                                 | 26.5  | 102.9 | 58.7  |
| <i>Pde7b</i>   | phosphodiesterase 7B                                         | 55.1  | 101.4 | 76.0  |
| <i>Lrrc10b</i> | leucine rich repeat containing 10B                           | 93.3  | 99.5  | 10.8  |
| <i>Igj</i>     | immunoglobulin joining chain                                 | 130.0 | 99.3  | 106.9 |
| <i>Nkap</i>    | NFKB activating protein                                      | 3.5   | 11.6  | 192.0 |
| <i>Mettl24</i> | methyltransferase like 24                                    | 9.9   | 20.7  | 164.7 |
| <i>Oxt</i>     | oxytocin                                                     | 31.9  | 41.0  | 161.8 |
| <i>Mybpc3</i>  | myosin binding protein C, cardiac                            | 56.4  | 65.0  | 118.4 |
| <i>Aqp5</i>    | aquaporin 5                                                  | 75.2  | 73.7  | 118.1 |
| <i>C7</i>      | complement component 7                                       | 66.6  | 68.1  | 117.9 |
| <i>Olfr681</i> | olfactory receptor 681                                       | 62.5  | 50.2  | 117.3 |
| <i>Gcnt1</i>   | glucosaminyl (N-acetyl) transferase 1, core 2                | 69.7  | 65.8  | 116.6 |
| <i>Ttr</i>     | transthyretin                                                | 87.8  | 75.1  | 116.3 |
| <i>Ifi202b</i> | interferon activated gene 202B                               | 58.4  | 83.5  | 115.3 |
| <i>Barx2</i>   | BarH-like homeobox 2                                         | 84.2  | 79.9  | 114.8 |
| <i>Nrtn</i>    | neurturin                                                    | 11.2  | 29.3  | 114.5 |
| <i>Zbtb44</i>  | zinc finger and BTB domain containing 44                     | 73.2  | 64.1  | 114.4 |
| <i>Chrn1b</i>  | cholinergic receptor, nicotinic, beta polypeptide 1 (muscle) | 51.5  | 54.5  | 114.4 |
| <i>Avp</i>     | arginine vasopressin                                         | 38.7  | 27.0  | 114.1 |
| <i>Gm6762</i>  | predicted pseudogene 6762                                    | 75.8  | 73.1  | 113.1 |
| <i>Rab33b</i>  | RAB33B, member of RAS oncogene family                        | 52.4  | 43.6  | 113.1 |
| <i>Gphb5</i>   | glycoprotein hormone beta 5                                  | 89.8  | 75.6  | 112.4 |
| <i>Tekt2</i>   | tektin 2                                                     | 135.6 | 52.8  | 111.6 |
| <i>Ltbp2</i>   | latent transforming growth factor beta binding protein 2     | 52.4  | 60.9  | 111.5 |

How the deposited data were processed for this re-analysis (not part of the article)

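Hippocampal RNA of 12 female mice was measured, 4 MRL/lpr, 4 Fn14ko and 4 MRL/+, on 6 Agilent 2-colour arrays with 60-base probes. Total RNA was reverse transcribed with Cy3 or Cy5, and 2 mice of the same phenotype were hybridized to each array. The odd-numbered replicate was in Cy3 and the even-numbered one in Cy5, so dye is balanced within each phenotype, whereas array is nested in phenotype and slide cannot be told apart from it.

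The authors scanned the arrays and processed the images with Agilent Feature Extraction 12.1, and the files they deposited hold, for each spot and dye, an intensity on a linear scale that is not normalized between channels. The mean foreground, the median local background, the outlier and saturation flags and the software's call of spots well above background were used here, with the software's background-subtracted and dye-normalized processed signal as an alternative. The files give probe positions in mm9 coordinates and gene names of the array's design. Symbols of the paper's tables that the files do not list were matched through synonyms in a table of mouse genes of the GRCm38.p6 assembly, from which no coordinate was taken. In this way 20 of 20 genes of Table 1, 60 of 60 of Table 2, 44 of 45 of Table 3, 58 of 60 of Table S1 and 57 of 59 of Table S2 were matched.

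From these intensities, the steps of the paper's methods were repeated. The local background was subtracted, spots with a foreground under 2 times background or with an outlier flag were eliminated, and only the 10877 spots valid in all 12 samples were kept, which cover 10201 probes and 8864 genes. Each channel was divided by its median over those spots. Spots of a probe and probes of a gene were averaged on the linear scale, which concerned 1160 genes with more than 1 probe; where probes of a named gene disagree, the text says so. A gene with no spot valid in all 12 samples was taken from the fit with no filter on dim or flagged spots, in which a signal under 1% of the channel median was set to 1% of it. AVE is the mean over the 4 mice of a phenotype, REV their SD relative to the mean with the chi-square coefficient of the methods, x the expression ratio (negative for a fall), CUT its threshold, WIR and WPR the weighted regulation of a gene and of a set of genes, and GCH the commanding height from REV and COR, all by the equations of the paper. The composite criterion asks for a ratio beyond CUT and the methods' heteroscedastic test. AVE levels from different sets of spots, and the WIR and WPR built on them, are relative to different medians, so a move between such sets is not read as a change of expression.

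The precision is set by the number of arrays and by signal over background. The median foreground was 12.8, 4.55, 1.94 and 1.71 times background in MRL/lpr replicates 1 to 4, 5.99, 5.76, 5.16 and 4.45 times in Fn14ko and 5.76, 4.71, 5.28 and 4.97 times in MRL/+. The channel median over the kept spots was 4545, 1715, 170 and 74.7 in MRL/lpr, compared with 684 to 4383 in the other 8 samples. Across genes, MRL/lpr replicate 4 correlated with the samples of other arrays with r of 0.263 to 0.319, and replicate 3 with 0.439 to 0.492.

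Log2 values were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a trend on mean expression), with all 12 samples in one fit, dye as a covariate and Benjamini-Hochberg adjustment over the 8864 genes. The threshold for calls is an adjusted p of 0.05. For named genes a two-sided exact permutation test of 4 mice against 4 was added, whose smallest p is 0.0286. It treats the mice as independent, although 2 of them share each array. Gene lists and families were tested with camera (preset correlation), adjusted over lists and the 3 comparisons. Correlations between genes over the 4 mice of a phenotype, as in Figures 1c and 4, are not reported, since 4 samples are too few. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other steps, statmod 1.5.0 for random blocks, and matplotlib 3.10.9 for the figures.

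The following choices were fixed before the data were examined: the design above, the lists and families, and the genes to be named. Named are the genes discussed in the paper's text (*Akt1*, *Akt2*, *Tnfrsf12a*, *Tnfsf12*, *Dnajc28*, *Syne2*, *Ttr*, *Syt11* and the mutated *Fas*), the 3 largest rises and 3 largest falls of each comparison among genes past the threshold whose groups do not overlap, the first gene of each phenotype and the tally of each of Tables 1, 2, 3, S1 and S2, up to 3 members of each list past the threshold in a comparison, and *Ppp2ca*, *Nrtn*, *Oxt*, *Hba-a1* and *Hba-a2*. Of identifiers without a symbol at most 2 rises and 2 falls are printed per comparison. Any other gene named was chosen after its values were seen. Some results under this rule are not reported here. There were 11 lists, of the striatum (19 genes, and 17 more taken from the paper's Table S2), choroid plexus (22), hypothalamus (16), thalamus (14), erythroid cells (12), interferon-stimulated genes (32), T cells (19), B and plasma cells (15), microglia (16) and hippocampus (16). The 8 families were defined by symbol. No gene is in more than 1 list. A cerebral cortex list (30) and a second hippocampus list (22) were added after the first lists had been tested.

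The alternatives covered background correction and normalization (normexp with loess and Aquantile; Agilent's processed signal relative to the 75th percentile; quantile normalization), the filter on dim, outlying and saturated spots, probes on their own, no dye term, the array as a random block, the replicate number as a block, only the 8 samples compared, eBayes without a trend, the methods' test, REV without its coefficient, geometric means or medians, other sizes of the GCH lists, fry or an estimated correlation for lists, and each of the 12 samples left out in turn. Chosen after seeing the data were the array of MRL/lpr replicates 3 and 4 left out, with probes valid in the other 10 samples (17936 genes), the same with the array as a random block, and limma's array weights.

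The limma step was tested on simulated data of the 8864 genes with 200 of them changed. With each phenotype's own spread it recovered 40% of the changed genes for MRL/lpr against MRL/+, 35.5% for MRL/lpr against Fn14ko and 32% for Fn14ko against MRL/+, and 39.1%, 34.9% and 3.03% of the calls were false. Where all phenotypes varied like the quietest one, it recovered 91%, 87% and 87%, with 3.70%, 4.40% and 3.33% false. The composite criterion, simulated for MRL/lpr against MRL/+, called 100% of the 3-fold changes and 0.150% of the unchanged genes. That simulation used a CV of 15%, below the median REV without coefficient of 54.1% in MRL/lpr and 29.5% in MRL/+, and does not give the recovery on these data.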

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

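Settings with 10 samples, the cerebral cortex list and the second hippocampus list were chosen only after the results were seen; the other tests of this part were planned.

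On the scale of the fit with no filter, *Syne2* stood out in 1 mouse. Its log2 level in replicate 3 labelled Fn14ko was 2.42, compared with 1.77, 1.74 and 1.77 in replicates 1, 2 and 4, so that the gap to the nearest mouse took up 0.951 of the range of the group. A mouse was counted as apart where this share of the range (Dixon's ratio) passed its critical value for 4 samples, which is lower than 0.951. Of 84 groups of 4 mice examined in this way, 1 had a mouse past that critical value, where chance alone gives 4.2 such groups. The 2 probes of the gene disagreed on the change between MRL/lpr and the mice labelled Fn14ko. The levels are relative to the median net signal over all probe spots, which was 167, 155, 133 and 110 in replicates 1 to 4. Over the spots valid in all 12 samples it was 4383, 3385, 3584 and 2127. These stand in another proportion, so the gap depends on the scale and may not be a feature of the mouse. No other technical explanation was tested. The design gives no condition that sets this mouse apart from the other mice labelled Fn14ko, so no biological explanation was tested either.

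The list of hippocampal genes, which the paper does not analyse, was higher in MRL/lpr than in both other phenotypes (camera adjusted p = 0.000762 in both comparisons). Of its 16 genes 8 were measured in all 12 samples, and 7 of the 8 were higher in MRL/lpr in each comparison. The mean log2 fold change was 1.87 against MRL/+ and 2.19 against the mice labelled Fn14ko, and −0.32 (adjusted p = 0.801) between the latter and MRL/+. All 4 MRL/lpr mice had a higher mean of the list (−0.32, −0.68, 0.0445 and 0.26 in replicates 1 to 4) than the other 8 mice, whose highest value was −1.63. In limma, 3 and 5 of the 8 genes passed the threshold over all genes, and 6 and 7 when adjusted over the list alone. Against MRL/+ these included *Lct* (2.71, standard error 0.29, adjusted p = 0.000978) and *Zbtb20* (2.47, standard error 0.50, adjusted p = 0.0174). Against the mice labelled Fn14ko they included *Fibcd1* (4.42, standard error 1.02, adjusted p = 0.0392), *Lct* (3.19, adjusted p = 0.000641) and *C1ql2* (2.89, standard error 0.56, adjusted p = 0.0224). Well above background were *Lct* in 2 of the 4 MRL/+ mice, *Fibcd1* in 2 of the 4 mice of MRL/+ and 2 of the 4 labelled Fn14ko, and *C1ql2* in 2 of the 4 mice of MRL/lpr and of MRL/+, so these folds involve levels near background. With 1 mouse left out, the mean ran from 1.74 to 2.10 and from 2.06 to 2.42, with an adjusted p from 3.49e-05 to 0.0256. Under fry the adjusted p was 2.74e-05 and 1.91e-05, and with an estimated correlation 0.0544 in both.

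The weak array of MRL/lpr replicates 3 and 4 was not the whole cause, since with that array left out 14 members were measured and the mean was 1.34 against MRL/+ (adjusted p = 7.73e-08) and 1.44 against the mice labelled Fn14ko (adjusted p = 1.67e-08). A second list of 22 hippocampal genes, 9 of them measured, moved less, by 0.54 (adjusted p = 0.0718) and 0.43 (adjusted p = 0.240) with 12 samples, and by 0.60 (adjusted p = 0.000772) and 0.41 (adjusted p = 0.00377) with 10. Dissections with less hippocampus and more cortex in MRL/+ and in the mice labelled Fn14ko are a candidate explanation, which would lower cortical genes in MRL/lpr. The mean log2 fold change of the 30 cortical genes against MRL/+ was −0.0106 with 12 samples (10 measured, median 0.21, test pointing up, adjusted p = 0.950) and −0.893 with 10 samples (28 measured, camera adjusted p = 0.000691). Against the mice labelled Fn14ko it was 0.0248 with 12 samples (test pointing down, adjusted p = 0.642) and −0.73 (adjusted p = 0.000236) with 10. Different composition of the samples and different expression in the same cells cannot be told apart here, because these 2 settings differ and because each phenotype had a slide of its own. A biological difference between the phenotypes stays open and was not tested.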

How the results depend on the processing

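Tests with the array of MRL/lpr replicates 3 and 4 left out (10 samples), with or without the array as a random block, and with limma's array weights were chosen only after the results were seen; all other settings were planned. Fn14ko stands here for the samples so labelled, and counts of genes are given in the order MRL/lpr against MRL/+, MRL/lpr against Fn14ko, and Fn14ko against MRL/+. Under the settings reported above these counts were 813, 353 and 46. Unless a value or the setting's own construction is given, the cause of a change was not tested.

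Signal over background limits which genes were measured. The array of MRL/lpr replicates 3 and 4 had a median foreground under 2 times background, and 8864 genes had a spot valid in all 12 samples, compared with 17936 in the other 10. Of 96 counts of genes under other settings, 17 stayed within 1.5 times the value reported and 79 did not, 34 of them with 1 mouse left out. Of 126 shares of genes up or down by the composite criterion 83 stayed within that margin, as did 38 of 63 values of WPR. Of 1978 log2 fold changes of named genes 1493 kept their direction and their side of the threshold, 388 lost and 50 gained a call in the same direction, and 47 changed sign. Of 532 values of AVE, REV and expression ratio of *Akt2*, *Dnajc28*, *Syne2* and *Ttr*, 414 moved by less than the spread between mice, and 1 changed sign, the expression ratio of *Dnajc28* against Fn14ko, which was 1.24 with 10 samples. AVE, WIR and WPR under another set of spots are relative to another median, so their moves under such settings also hold a change of scale. Of 912 values of lists and families 791 were kept, 2 lost and 54 gained a call, and 65 changed sign.

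Agilent's processed signal gave 1533, 820 and 64 genes and shifted the median of all genes by −0.28 in MRL/lpr against MRL/+ and by −0.26 against Fn14ko; up and down split 403 and 1130, compared with 307 and 506, in the first comparison, and 310 and 510, compared with 196 and 157, in the second. *Akt2* against Fn14ko gained a call (−1.29, adjusted p = 0.0481) and *Ttr* against Fn14ko lost one (3.28, adjusted p = 0.0511). Signs changed for *Dnajc28* (1.27 against MRL/+, 2.19 against Fn14ko), *Syne2* (0.62 and 0.28), *Hba-a2* (−0.0932 and −0.13), *Tnfrsf12a* in MRL/lpr against Fn14ko (0.71), and against MRL/+ for *Fas* (0.69), *Nrtn* (0.62), *Oxt* (0.36) and *Rxrg* (−0.18). Normexp with loess and Aquantile gave 549, 157 and 17 genes and WPR of 4.39, 4.53 and 2.33. There *Akt2* against MRL/+ lost its call (−1.32, adjusted p = 0.0509), *Fas* gained one (−1.38, adjusted p = 0.0223) and *Tnfrsf12a* in MRL/lpr against Fn14ko was 0.00961. Quantile normalization gave 438, 159 and 0 genes (limma; 1034 at an unadjusted p under 0.05 in the last), with shifts of the median of all genes of −0.15, −0.13 and −0.03 and splits of 206 up and 232 down and of 84 and 75, and WPR of 3.99, 3.81 and 1.97. *Akt2* (−1.42, adjusted p = 0.0558) and *Ttr* (3.53, adjusted p = 0.0517) lost their calls against MRL/+, as did *Ttr* against Fn14ko (3.71, adjusted p = 0.0732), and *Fas* gained one (−2.25, adjusted p = 0.0300). Over all 16 alternatives without left-out mice, adjusted p of *Akt2* ran from 0.0149 to 0.294 against MRL/+ and from 0.0313 to 0.279 against Fn14ko, that of *Ttr* from 0.000241 to 0.303 and from 0.000350 to 0.278, and over 13 that of *Fas* from 7.95e-07 to 0.847.

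With no filter on dim spots, 224, 2125 and 0 genes passed (2527 at an unadjusted p under 0.05 in the last), with a shift of the median of all genes of −0.21 in the first comparison and a split of 138 up and 86 down there. The composite criterion called 0.379% of genes up and 0.806% down against MRL/+, 9.48% down against Fn14ko and 0.615% down between Fn14ko and MRL/+, and WPR was 46.7, 131 and 21.3. *Akt2* (−1.73, adjusted p = 0.280) and *Ttr* (2.85, adjusted p = 0.214) lost their calls against MRL/+, and *Ttr* (2.16, adjusted p = 0.138) against Fn14ko. Signs changed for *Tnfsf12* (−0.0266) and *Nrtn* (−0.71) against Fn14ko, and for *Hba-a1* (−0.26 and −1.08) and *Hba-a2* (−0.14 and −1.04) against MRL/+ and Fn14ko. These named values all moved down in MRL/lpr, the direction in which division by a median that includes dim spots shifts it. Only probes well above background in all 12 samples, which leaves 3803 genes, gave 506, 207 and 92 genes, 2.55% up in MRL/lpr against Fn14ko, WPR of 2.95, 1.87 and 2.05, and a correlation of 0.765 between the fold changes of both MRL/lpr comparisons. Keeping flagged spots gave 775, 366 and 49 genes and *Ttr* against Fn14ko lost its call (3.48, adjusted p = 0.0522). Leaving out saturated spots changed nothing, since there were none.

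With the array as a random block, 7, 4 and 0 genes passed (1450, 1566 and 311 at an unadjusted p under 0.05), and *Akt2* against MRL/+ (−1.30, adjusted p = 0.294) and *Ttr* against MRL/+ (3.33, adjusted p = 0.303) and Fn14ko (3.55, adjusted p = 0.278) lost their calls. The consensus correlation within arrays was 0.71. With the replicate block, 505, 179 and 0 genes passed (1235 at an unadjusted p under 0.05 in the last). The replicate numbers hold the dye and share no animal; deviations of same-numbered mice correlated across genes between −0.40 and 0.50, and between −0.39 and 0.11 once dye was removed, so the numbers do not pair the mice. With only the 8 samples of a comparison in the fit, which leaves fewer samples to estimate the spread, 37, 18 and 2308 genes passed; *Akt2* against MRL/+ (−1.30, adjusted p = 0.136) and *Ttr* (3.33, adjusted p = 0.105; 3.55, adjusted p = 0.195) lost their calls. Without the dye term 19 genes passed in the last comparison and without the trend in eBayes 21, where *Ttr* had an adjusted p = 0.0585 (3.33) against MRL/+ and an adjusted p = 0.0637 (3.55) against Fn14ko. Testing each probe on its own gave 75.

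The methods' t-test called 1403, 1155 and 1493 genes on linear values at the paper's unadjusted threshold, and 0, 0 and 8 after Benjamini-Hochberg adjustment. On log2 values it called 1197, 1146 and 1645 genes, and 12, 8 and 5 after adjustment. REV without its coefficient lowers CUT by construction and gave 2.98% of genes up and 11.6% down against MRL/+, 2.89% and 9.18% against Fn14ko, and 5.89% and 9.54% between Fn14ko and MRL/+. Log2 values and geometric means gave 1.99% up against MRL/+, 3.68% up against Fn14ko and a WPR of 5.69 there. The lists of the 100 genes with the highest GCH shared 4 genes, and all other alternatives for these lists 0. GCH without the array of MRL/lpr replicates 3 and 4 was not run, since 2 mice give only correlations of −1 or 1.

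With 10 samples, 2818, 1636 and 3785 genes passed, among them 541 of the 813, 305 of the 353 and all 46 of the 46, each with its direction. More genes were tested (17936), and the spread of MRL/lpr rested on 2 mice. WPR was 6.84 against MRL/+ and 5.61 between Fn14ko and MRL/+, where 1.98% of genes were up, and the fold changes correlated with r = 0.597. *Fas* gained a call (−1.59, adjusted p = 0.00136). Signs changed for *Syne2* against MRL/+ (0.0565), *Tnfrsf12a* in MRL/lpr against Fn14ko (0.52), *Akt1* (0.0831) and *Ppp2ca* (0.05) against MRL/+, and for *Tnfsf12* (−0.24 and −0.0362) and *Syt11* (0.32 and 0.20) against MRL/+ and Fn14ko. These genes had the same fold changes with the array also taken as a random block, which gave 5135, 2847 and 6412 genes with a consensus correlation of −0.26. A negative correlation within arrays narrows the standard errors between phenotypes, so the counts and calls of this setting can be too many. *Akt2* against Fn14ko gained a call there (−0.55, adjusted p = 0.0313). In the fit with no filter the consensus correlation of this setting was −0.475. Calls there were *Syne2* against Fn14ko (−0.59, adjusted p = 0.0459), *Tnfrsf12a* in Fn14ko against MRL/+ (−0.53, adjusted p = 0.0376) and *Fas* (−1.59, adjusted p = 5.66e-05). Array weights, which gave MRL/lpr replicates 3 and 4 weights of 0.0618 and 0.0529 and whose estimation stopped short of its convergence tolerance, called 1450, 901 and 3414 genes, as well as *Dnajc28* (−0.74, adjusted p = 0.000189; −0.56, adjusted p = 0.00385), *Syne2* against Fn14ko (−1.12, adjusted p = 2.44e-05), *Tnfrsf12a* in Fn14ko against MRL/+ (−0.27, adjusted p = 0.0472) and *Fas* (−1.51, adjusted p = 7.95e-07). Signs changed there for *Tnfsf12* against MRL/+ (−0.0357) and *Syt11* (0.0279 and 0.20). Over 13 alternatives the adjusted p ran from 0.000189 to 1 and from 0.00385 to 0.879 for *Dnajc28* against MRL/+ and Fn14ko, from 2.44e-05 to 0.456 for *Syne2* against Fn14ko, and from 0.0376 to 0.857 for *Tnfrsf12a* in Fn14ko against MRL/+.

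Lists and families that changed sign with 10 samples, under camera and fry alike, were the striatal list from Table S2 against MRL/+ (−0.54), hypothalamus against MRL/+ and Fn14ko (−0.54 and −1.39), T cell against MRL/+ (−0.37), microglia against MRL/+ and between Fn14ko and MRL/+ (0.00906 and 0.00920), the other striatal list against Fn14ko (−0.75) and between Fn14ko and MRL/+ (0.0757), erythroid against Fn14ko (1.34), cerebral cortex against Fn14ko (−0.73), serotonin receptors (−0.35 and −0.14), acetylcholine receptors against MRL/+ (−0.33), and GABA (−0.10) and glutamate (−0.0405) receptors against Fn14ko.

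With 1 mouse left out, the number of genes differing ran from 126 (without MRL/+ replicate 4) to 3467 (without MRL/lpr replicate 2) between MRL/lpr and MRL/+, from 40 (without Fn14ko replicate 4) to 4298 (without MRL/lpr replicate 2) between MRL/lpr and Fn14ko, and from 0 (without Fn14ko replicate 2, for example, with 951 at an unadjusted p under 0.05) to 126 (without MRL/lpr replicate 4) between Fn14ko and MRL/+. In the first comparison the count was 3334 without MRL/lpr replicate 1, 298 and 435 without replicates 3 and 4, 428, 351, 552 and 352 without Fn14ko replicates 1 to 4, and 276, 149 and 214 without MRL/+ replicates 1 to 3. In the second it was 3553 without MRL/lpr replicate 1, 101 and 132 without replicates 3 and 4, 131, 58 and 74 without Fn14ko replicates 1 to 3, and 171, 175, 151 and 147 without MRL/+ replicates 1 to 4. In the third it was 63, 72 and 93 without MRL/lpr replicates 1 to 3, 26 without Fn14ko replicate 1, 1 without MRL/+ replicate 1, and 0 without Fn14ko replicates 3 and 4 and MRL/+ replicates 2 to 4 (1228, 809, 824, 1224 and 835 at an unadjusted p under 0.05). Genes up and down ran from 0.553% to 1.14% and from 2.06% to 3.64% against MRL/+, from 0.677% to 1.53% and from 1.23% to 2.31% against Fn14ko, and from 0.417% to 1.21% and from 1.75% to 4.88% between Fn14ko and MRL/+. WPR ran from 5.08 (without MRL/lpr replicate 4) to 15.6 (without MRL/lpr replicate 2), from 3.79 to 12.8 without the same mice, and from 2.26 (without MRL/+ replicate 2) to 4.94 (without MRL/+ replicate 1), and r between the fold changes from 0.745 (without MRL/lpr replicate 4) to 0.919 (without MRL/lpr replicate 1).

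*Akt2* ran from −1.53 to −1.09 against MRL/+ and from −1.24 to −0.80 against Fn14ko. Its call against MRL/+ was lost without MRL/lpr replicates 3 and 4, Fn14ko replicates 2 and 4 and each of the MRL/+ replicates, with an adjusted p of at most 0.107. *Ttr* ran from 2.74 to 4.23 and from 2.96 to 4.45, *Syne2* against Fn14ko from −1.78 to −1.05, *Fas* from −1.81 to −1.30 and *Dnajc28* against Fn14ko from −0.24 to 0.0467 (without MRL/lpr replicate 1). Ranges that include both signs were −0.35 to 0.99 and −0.26 to 1.09 for *Hba-a1*, and −0.14 to 0.91 and −0.13 to 0.92 for *Hba-a2*, against MRL/+ and Fn14ko. Among lists and families they were −0.47 to 0.0744 and −0.0598 to 0.48 for the striatal list not from Table S2, −0.29 to 0.37 for that from Table S2 against MRL/+, −0.0617 to 1.10, −0.27 to 0.90 and −0.22 to 0.44 for hypothalamus, −0.44 to 0.62, −0.59 to 0.48 and −0.00612 to 0.27 for erythroid, and −0.13 to 0.11, −0.10 to 0.14 and −0.0784 to 0.0230 for cerebral cortex. They were −0.0523 to 0.0200 for glutamate and −0.10 to 0.56 for acetylcholine receptors against MRL/+, −0.0172 to 0.33 and −0.0101 to 0.18 for GABA receptors against Fn14ko and between Fn14ko and MRL/+, and −0.00229 to 0.0686 for PP2A in the last comparison.

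Under fry in place of camera, the hippocampus list kept its calls, and the choroid plexus, PP2A, cerebral cortex and second hippocampus lists gained calls in both MRL/lpr comparisons and the interferon, T cell, Table S2 striatal, thalamus and glutamate receptor lists in MRL/lpr against Fn14ko. Thalamus (−0.90, adjusted p = 0.0451) and glutamate receptors (−0.32, adjusted p = 0.0269) also gained calls between Fn14ko and MRL/+. With fry and 10 samples, glutamate receptors (−0.36, adjusted p = 0.00135) and the PI3K and AKT genes (−0.33, adjusted p = 0.0277) were called in MRL/lpr against MRL/+, and glutamate receptors (−0.32, adjusted p = 0.00135) in Fn14ko against MRL/+ as well. With an estimated correlation no list passed the threshold, and the hippocampus list had an adjusted p = 0.0544 in both comparisons.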

Differences from the paper's values

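Values with the array of MRL/lpr replicates 3 and 4 left out (10 samples) belong to a setting chosen after seeing the values; the other settings named here are alternatives set before the data were examined. Fn14ko stands for the mice so labelled. Where a value was computed under other settings, the number of settings in which it no longer differed is given. AVE, WIR and WPR are relative to the median of the spots kept, so under a setting with another set of spots their scale differs, and a gap that opens or closes there is not evidence on expression. Ratios, fold changes and tallies from the fit with no filter also depend on its median, which lowers MRL/lpr relative to the filtered fit. Among them are *Dnajc28*, *Syne2* and the tally of Table 1. A value counts as differing where it lies further from the paper's than the spread between mice under that setting (for ratios, their propagated error; for shares, WPR, WIR, REV and GCH, the spread with 1 mouse left out) and, unless it is signed, is more than 1.5 times away; a signed value also differs where its sign does.

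The paper quantifies 16863 genes in each of its cortex and hippocampus samples, and 8864 had a spot valid in all 12 hippocampus samples here, so the sets of samples are unlike. Of 5 alternatives only leaving out the weak array, chosen after seeing the values, closed this gap (17936 genes). The paper's share of genes up in MRL/lpr against MRL/+ is about 6.2% in Fig. 3, read by eye, and 1.14% here, and the share of genes down is about 8.3% in Fig. 3, read by eye, and 3.64% here. Against Fn14ko the paper's shares are about 7.6% up and about 7.2% down in Fig. 3, read by eye, compared with 1.53% and 2.31% here. None of 21 alternatives closed the gap for the genes up in either comparison. For the genes down, REV without its coefficient closed it against MRL/+ (11.6%) and against Fn14ko (9.18%), where no filter on dim spots also did (9.48%), and the other alternatives did not. WPR of all genes between Fn14ko and MRL/+ is about 8.5 in Fig. 3, read by eye, and 3.52 here, with none of 21 alternatives closer than the margin.

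The paper's AVE of *Akt2* is 261.94 in MRL/lpr, 7.64 in Fn14ko and 4.09 in MRL/+, compared with 1.06, 2.00 and 2.48 here. For *Dnajc28* the paper gives 334.06, 0.09 and 0.17, and the files 0.648, 0.711 and 0.742. For *Syne2* the paper gives 316.02, 0.09 and 0.18, and the files 1.67, 3.88 and 2.61. For *Ppp2ca* the paper gives 289.29, 19.16 and 12.08, and the files 1.81, 3.07 and 2.91. No alternative set before the data were examined closed any of these gaps. With 10 samples, a setting chosen after seeing the values in which all 4 genes were still measured and AVE is relative to another median, AVE no longer differed for *Akt2* in Fn14ko (6.23), *Dnajc28* in Fn14ko and MRL/+ (0.121 and 0.221) and *Ppp2ca* in MRL/+ (9.85), while all 4 values in MRL/lpr, *Akt2* in MRL/+, *Ppp2ca* in Fn14ko and *Syne2* in Fn14ko and MRL/+ (0.661 and 0.672) still did.

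The expression ratio of *Akt2* in MRL/lpr is 64.02 against MRL/+ and 34.28 against Fn14ko in the paper, and −2.33 and −1.88 here. Those of *Dnajc28* are 1979.55 and 3817.12 in the paper and −1.15 and −1.10 here, those of *Syne2* 1714.27 and 3672.93 in the paper and −1.56 and −2.32 here, and those of *Ppp2ca* 23.95 and 15.10 in the paper and −1.60 and −1.69 here. For *Ttr* the paper gives −2.00 and −1.76, compared with 14.5 and 9.78 here, and for *Oxt* −16.11 and 1.02, compared with −1.88 and −61.0 here. None of the 16 or 18 alternatives closed any of these. *Nrtn* is at −17.12 and −1.11 in the paper and −1.16 and 1.66 here; no filter on dim spots closed the gap against Fn14ko (−1.53), and nothing closed that against MRL/+. *Hba-a1* against MRL/+ is 3.69 in the paper and 1.89 here, and the values no longer differed with no filter on dim spots (1.94), without MRL/lpr replicate 3 (2.27) or 4 (2.44), without MRL/+ replicate 4 (1.97), and with 10 samples (3.68, chosen after seeing the values). The other 13 of 18 alternatives left it. WIR of *Akt2* is 158.94 and 155.29 in the paper and −3.27 and −1.74 here, and WIR of *Nrtn* is −1032.44 and −0.24 in the paper and −0.16 and 0.62 here. No alternatives were computed for WIR of these genes.

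The highest REV in the paper's Table S2 is 200%, the limit for 4 mice without the chi-square coefficient, which for 1 spot is 2.15 and would raise that limit to 430%. REV is therefore compared without the coefficient. In MRL/lpr the paper gives 0.66% for *Xrcc4* and 200% for *Kctd10*, compared with 62.2% and 85.7% here. In Fn14ko it gives 0.97% for *Ddx59*, 159% for *Serpina9* and 41% for *Oxt*, compared with 12.1%, 68.5% and 182% here. In MRL/+ it gives 0.28% for *Tfb2m*, 192% for *Nkap*, 164.7% for *Mettl24* (the next gene of that list) and 161.8% for *Oxt*, compared with 56.5%, 31.6%, 12.2% and 9.57% here. GCH of *Syt11* in MRL/+ is 58 in the paper and 1.23 here. For each of these values 4 alternatives were computed and none closed the gap.

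The paper's Table 1 has a higher AVE in MRL/lpr than in both other phenotypes for 20 of 20 genes, and the files for 0 of 20. Table 2 lists 60 genes with a direction, which 20 had in the files against MRL/+ and 12 against Fn14ko in the fit with no filter (16 to 30 and 10 to 12 over the alternatives, the 30 with 10 samples), and 19 and 17 of the 34 that were valid in all 12 samples. Of the genes that Table 3 lists as the commanding ones, GCH was highest in the listed phenotype for 2 of 9 in MRL/+, 3 of 9 in MRL/lpr and 0 of 3 in Fn14ko. Genes that Table S1 lists as the most stable had their lowest REV in the listed phenotype for 0 of 19 in MRL/lpr, 0 of 20 in MRL/+ and 18 of 19 in Fn14ko (7.72%, 10.4% and 81.9% of all genes), and those that Table S2 lists as the most variable had their highest REV there for 6 of 19 in Fn14ko, 3 of 18 in MRL/+ and 14 of 20 in MRL/lpr (4.63%, 28.0% and 67.4% of all genes). The mice labelled Fn14ko had the lowest median REV over all genes and MRL/lpr the highest, so 18 of 19 and 14 of 20 say little about the listed genes.

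The paper states that *Akt2* is higher in MRL/lpr than in both other phenotypes, and its log2 fold change was −1.30 and −1.01 here, with 1 of its 3 probes higher against Fn14ko on its own (0.64). It states the same of *Dnajc28* and *Syne2*, which changed by −0.21 and −0.14 and by −0.80 and −1.45. Agilent's processed signal gave both genes the paper's direction (1.27 and 2.19 for *Dnajc28*, 0.62 and 0.28 for *Syne2*), and so did the 10 samples, chosen after seeing the values, for *Syne2* against MRL/+ (0.0565), none of them past the threshold. With 10 samples the expression ratio of *Dnajc28* against Fn14ko was also positive (1.24). The paper's results and Table 2 have *Ttr* lower in MRL/lpr, whereas its discussion of *Ttr* speaks of a rise, and the files gave 3.33 and 3.55, positive under every alternative run. The paper places *Akt2* among the most impactful genes of the PI3K-AKT pathway, by an order of magnitude in WIR over other genes. Here WIR was −3.27 and −1.74 for *Akt2* and −3.74 and −7.68 for *Akt1*. WIR scales with AVE, which differs between probes. *Akt1* did not pass the threshold in the main fit. Against MRL/+ it passed in 1 of 16 alternatives and in 2 of 12 cases with 1 mouse left out. Against Fn14ko it passed in 0 of 16 and in 2 of 12. With 10 samples *Akt1* turned to 0.0831 against MRL/+. The WIR values therefore do not rank the genes. The mice are described as lacking Fn14, and the probe for *Tnfrsf12a* was well above background in all 4 mice labelled Fn14ko, with −0.53 against MRL/+ (limma adjusted p = 0.625). That fold change depends on the scale of the fit with no filter, so it does not test the knockout.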

Other observations

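The tests of the weak array's signal, of the spots of Table 1 and their brightness, all those with 10 samples (the array of MRL/lpr replicates 3 and 4 left out), the cerebral cortex list and the second hippocampus list were chosen only after the results were seen. For the brightness, the criterion and the second measure were also set after the values were known. The other tests of this part were planned. Fn14ko stands for the samples so labelled.

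MRL/lpr replicates 3 and 4, which shared an array, lay far from the other 10 samples. Weak hybridization of that array is a candidate explanation. In replicate 3, 25.2% of probe spots were well above background, compared with 65.4% to 68.1% in the same dye of the other 5 arrays, and in replicate 4 it was 19.6%, compared with 29.6% to 60.8%. In MRL/lpr against MRL/+, dim genes were higher and bright genes lower, with a slope of the log2 fold change on the log2 level in Fn14ko of −0.65 for replicates 3 and 4 and 0.0599 for replicates 1 and 2. With the genes in 5 equal groups by level, the median fold change was 2.79 in the dimmest group and −1.32 in the brightest for replicates 3 and 4, compared with −0.57 and −0.11 for replicates 1 and 2. Both dyes of the array were weak, and a difference between these 2 mice and the other MRL/lpr mice cannot be tested apart from their array.

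In MRL/+, replicates 2 and 4, both in Cy5, stood apart from replicates 1 and 3. A raised floor of the Cy5 channel on both MRL/+ arrays may explain this. Cy5 minus Cy3 was higher in the dimmest than in the brightest of 5 equal groups of genes by 1.06 and 1.30 on these arrays, compared with 0.23 and 0.32 on the Fn14ko arrays and 0.0870 and 0.84 on the MRL/lpr arrays. No biological explanation was tested, since the design gives the mice no condition that follows the dye.

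The number of genes differing was counted for all 35 splits of the 8 mice of each comparison into 4 and 4. For MRL/lpr against MRL/+, 2 of the 35 splits gave at least as many genes as the phenotypes, so chance cannot be excluded. The other such split put MRL/lpr replicates 1 and 2 with MRL/+ replicates 1 and 3, which leaves the weak array and the Cy5 samples of MRL/+ on the other side, and gave 2246 genes. For MRL/lpr against Fn14ko and for Fn14ko against MRL/+ it was 1 of 35. The splits treat the 8 mice as independent, although 2 mice share each array (consensus correlation 0.71), and with the array as a random block 4 and 0 genes passed in these comparisons, so only a chance split of single mice is excluded there, while slide and phenotype cannot be told apart in any comparison.

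The fold changes of both comparisons with MRL/lpr correlated with r = 0.863. The MRL/lpr samples that enter both could produce an r of this size, since unchanged phenotypes simulated with their own spread gave 0.861 (0.846 to 0.876). The share of genes with the same sign in both was 82.5%, above the 78.0% to 79.8% of these simulations, so whether the shared samples account for the whole pattern stays open. The absence of shared genes among the 3 lists with the highest GCH could arise from noise in REV from 4 mice. Of 100 simulations with equal variability in all phenotypes, 68 shared as few genes. They drew genes and mice as independent, so they do not cover the correlations between genes that enter COR.

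All 20 of the 20 genes in the paper's Table 1 have a spot in rows 181 to 183 of the 532 rows of the array. These rows were found from the 20 genes, as the adjacent rows that hold most of them. They hold spots of 243 of the 29608 genes, so that 0.164 of 20 genes would lie there by chance (hypergeometric p = 8.66e-43, an exact probability that does not allow for the choice of rows). Of the 34 genes of Table 2 with an expression ratio over 10 against MRL/+, 33 have a spot there, but 19 of these are genes of Table 1 too. Of the other 15, which did not enter the choice of rows, 14 have a spot there (0.123 by chance, exact p = 6.42e-29). All 20 genes that Table S2 lists for MRL/lpr do as well, 11 of them genes of Table 1 and 2 in neither of these sets, compared with 0 of the genes of Table S1 and of the other lists of Table S2. An event at neighbouring spots of a MRL/lpr scan is a candidate explanation for the paper's values of these genes. Brightness of those rows in the deposited scans is argued against by the files. Relative to the median of each spot over the samples, the rows were above the 20 neighbouring rows by at most 1.09 on the log2 scale (a ratio of 2.12, in MRL/lpr replicate 3, with 97.4% of all other groups of adjacent rows below), and their median foreground was at most 1.07 times that of the neighbouring rows. The lowest ratio of MRL/lpr to the other phenotypes in the paper's Table 1 is 9.94. What produced the paper's values was not otherwise tested, and the phenotype gives no reason for neighbouring spots to share a change.

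The highest AVE of MRL/lpr in the files, genes singled out after their values were seen, rested on the weak array too. *Phax* had an AVE of 1083, *Bahd1* 84.3 and *Commd3* 80.1 in MRL/lpr, with levels of 963 and 3367, 75.4 and 260.7, and 69.9 and 247 in replicates 3 and 4, and of 0.286 and 0.224, 0.538 and 0.408, and 1.52 and 1.46 in replicates 1 and 2. *Elk1*, with 58.0, was as high in MRL/+ (61.3). No explanation was tested for these genes.

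*Ttr* was higher in MRL/lpr, and choroid plexus tissue in the MRL/lpr samples is a candidate explanation. A list of 22 other choroid plexus genes, 6 of them measured and 5 of the 6 higher in MRL/lpr in both comparisons, had a mean log2 fold change of 1.78 (camera adjusted p = 0.0783) against MRL/+ and 2.21 (adjusted p = 0.0783) against Fn14ko, and −0.43 (adjusted p = 0.897) between Fn14ko and MRL/+. With 10 samples, 15 of 16 measured members were higher, with means of 1.76 (camera adjusted p = 1.33e-06) and 1.91 (adjusted p = 7.73e-08), and under fry the adjusted p was 0.0930 in that setting and 0.0282 and 0.0132 with 12 samples. An estimated correlation gave 0.448. With 1 mouse left out, the adjusted p ran from 0.0344 to 0.281 and from 0.0288 to 0.281, and it was under 0.05 only without MRL/lpr replicate 3, where the means were 1.47 and 1.89. The mean log2 level of the list was −0.78, −1.80, 0.41 and 1.30 in MRL/lpr replicates 1 to 4, compared with −2.74 to −2.24 in Fn14ko and −2.64 to −1.33 in MRL/+. *Lbp*, well above background in 2 of the 4 mice of MRL/lpr and of MRL/+, passed the threshold (2.39, standard error 0.64, adjusted p = 0.0430; 2.78, adjusted p = 0.0392), 1 gene in each comparison over all genes and 2 when adjusted over the list alone. Of the most abundant members, *Enpp2* had mean log2 levels of 2.08, 2.80 and 2.89 in MRL/lpr, Fn14ko and MRL/+ and *Igfbp2* 1.81, 1.19 and 1.16, without a call, and their level in all 3 phenotypes would hide a small share of other tissue. *Kcnj13* rose by 3.47 (adjusted p = 0.0612). A higher expression of these genes in MRL/lpr hippocampus itself stays open and was not tested.

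*Oxt* was highest in Fn14ko replicate 1, where hypothalamic tissue in the sample may explain it. The mean of the hypothalamus list was 1.34 higher on the log2 scale in that mouse than in the other 3 with 4 members measured, and 2.74 higher with 9 members and 10 samples, compared with 97.5th percentiles of 0.40 and 0.33 among 10000 random lists, of which 100% lay below in both cases. The random lists treat genes as independent. Of the 16 genes, the 4 measured in all 12 samples had means of 0.54 (adjusted p = 0.843), 0.33 with a test pointing down (adjusted p = 0.843), and 0.21 (adjusted p = 0.475) in the order MRL/lpr against MRL/+, MRL/lpr against Fn14ko, and Fn14ko against MRL/+. *Cartpt*, the most abundant of them, fell in MRL/lpr (−1.75, adjusted p = 0.0293; −2.09, adjusted p = 0.0234), with 1, 1 and 0 calls over all genes and 2, 1 and 0 adjusted over the list alone. No biological explanation was tested, since the design sets this mouse apart by no condition.

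Striatal genes varied between the Fn14ko mice, and striatal tissue in some of those samples is a candidate explanation. For the list not taken from Table S2, the SD between the 4 mice of its mean log2 value was 0.254 (12 of 19 genes measured, 95th percentile of random lists 0.23, 97.2% below) and 0.273 with 10 samples (16 measured, 0.19, 99.9% below). The random lists again treat genes as independent. The 17 striatal genes of Table S2 had an SD of 0.53 and 0.65, but the study picked them from these samples for their variability, so neither this nor their count adjusted over the list alone is independent evidence. In the order of comparisons above, the first list had means of −0.19 (adjusted p = 0.380), 0.22 with a test pointing down (adjusted p = 0.679) and −0.41 (adjusted p = 0.435), with 4, 4 and 0 genes past the threshold over all genes and 7, 6 and 1 adjusted over the list alone. They were *Rgs4* (−2.46, standard error 0.31, adjusted p = 0.00251; −1.94, adjusted p = 0.0101), *Rxrg* (1.75, adjusted p = 0.0423) and *Meis2* (−1.61, adjusted p = 0.00574) against MRL/+, and *Adcy5* (−1.55, adjusted p = 0.0228) and *Cd4* (1.38, adjusted p = 0.0272) against Fn14ko, among others. The 5 measured genes of the second list had means of 0.0480, with a median of −0.57 and a test pointing down (adjusted p = 0.510), −0.54 (adjusted p = 0.0611) and 0.59 (adjusted p = 0.0611), with 1, 3 and 0 calls over all genes and 2, 4 and 2 adjusted over the list alone. These were *Rasd2* (−1.97, adjusted p = 0.00720; −1.78, adjusted p = 0.0162), and *Scn4b* (−1.91, adjusted p = 0.0454) and *Ppp1r1b* (−1.85, adjusted p = 0.0202) against Fn14ko.

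*Hba-a1* was high in MRL/lpr replicates 1 and 2, and blood in those samples is a candidate explanation. The mean log2 level of the other erythroid genes was 3.47 in the lower of these samples and 2.78 in the highest of the 8 samples of the other phenotypes, a difference of 0.69 with 4 of 12 genes measured, and a difference of 0.685 with 8 genes and 10 samples. The levels in MRL/lpr replicates 3 and 4 were 1.28 and 0.68. *Hbb-b2*, among the most abundant measured members, had mean log2 levels of 3.05, 2.42 and 2.49 in MRL/lpr, Fn14ko and MRL/+. The list had means of 0.0574 (adjusted p = 0.843), −0.0873 (adjusted p = 0.801) and 0.14 (adjusted p = 0.499), with 0 calls over all genes or adjusted over the list alone in limma, and 0 at an unadjusted p under 0.05, in all 3 comparisons. With 10 samples the means in MRL/lpr were 1.36 (adjusted p = 3.78e-05) and 1.34 (adjusted p = 4.05e-05), and under fry the adjusted p was 0.0134 and 0.0194. A change of these genes with the disease stays open and was not tested.

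The other lists were tested in the same order of comparisons. Of 14 thalamic genes 3 were measured, with means of 0.51 (adjusted p = 0.489), 1.41 (adjusted p = 0.0770) and −0.90 (adjusted p = 0.122), 0, 1 and 0 calls over all genes (*Tcf7l2* against Fn14ko, 1.99, adjusted p = 0.0330) and 0, 2 and 1 adjusted over the list alone. Of 32 interferon-stimulated genes 8 were measured, with means of 1.59 (adjusted p = 0.101), 2.05 (adjusted p = 0.0611) and −0.47 (adjusted p = 0.671) and 0 calls either way in limma, with 3, 5 and 0 genes at an unadjusted p under 0.05. With 10 samples, 26 were measured and the means were smaller, 0.34 (camera adjusted p = 0.0170; fry adjusted p = 0.521), 0.49 (camera adjusted p = 0.00624; fry adjusted p = 0.431) and −0.15 (adjusted p = 0.969). The means of the thalamus list were 0.0402, 0.13 and −0.0937 in that setting, without a call, and those of the T cell list −0.37, 0.26 and −0.63, with a call in the last (camera adjusted p = 0.0444; fry adjusted p = 0.139). Of 19 T cell genes 5 were measured, with means of 1.16 (adjusted p = 0.159), 1.97 (adjusted p = 0.0611) and −0.81 (adjusted p = 0.380) and 0 calls over all genes in limma (1, 5 and 1 at an unadjusted p under 0.05), but 5 against Fn14ko when adjusted over the list alone. Of 15 genes of B and plasma cells 2 were measured, too few for a list test; 1, 2 and 0 passed over all genes and 2, 2 and 0 over the list alone, *Jchain* (3.67, standard error 0.82, adjusted p = 0.0245; 4.75, adjusted p = 0.0134; well above background in 2 of the 4 mice of every phenotype) and *Cd79a* against Fn14ko, where all 4 MRL/lpr mice were higher (standard error 0.66, adjusted p = 0.0451). Of 16 microglial genes 13 were measured, with means of −0.42 (median −0.82, adjusted p = 0.122), −0.16 (adjusted p = 0.475) and −0.26 (adjusted p = 0.380), 3, 1 and 0 calls over all genes and 7, 1 and 0 adjusted over the list alone. They were *Siglech* (1.54, adjusted p = 0.0142, with probes from −1.23 to 2.78), *Cx3cr1* (−1.02, adjusted p = 0.0454) and *P2ry12* (−1.02, adjusted p = 0.0366; −1.07, adjusted p = 0.0450). No explanation was tested for these lists, and dim genes, which many of them are, were higher in the weak array.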
